# Transcriptome Analysis of Epithelial and Stromal Contributions to Mammogenesis in Three Week Prepartum Cows

**DOI:** 10.1371/journal.pone.0022541

**Published:** 2011-07-29

**Authors:** Theresa Casey, Heather Dover, James Liesman, Lindsey DeVries, Matti Kiupel, Michael VandeHaar, Karen Plaut

## Abstract

Transcriptome analysis of bovine mammary development has provided insight into regulation of mammogenesis. However, previous studies primarily examined expression of epithelial and stromal tissues combined, and consequently did not account for tissue specific contribution to mammary development. Our objective was to identify differences in gene expression in epithelial and intralobular stromal compartments. Tissue was biopsied from non-lactating dairy cows 3 weeks prepartum, cut into explants and incubated for 2 hr with insulin and hydrocortisone. Epithelial and intralobular stromal tissues were isolated with laser capture microdissection. Global gene expression was measured with Bovine Affymetrix GeneChips, and data were preprocessed using RMA method. Moderated t-tests from gene-specific linear model analysis with cell type as a fixed effect showed more than 3,000 genes were differentially expressed between tissues (P<0.05; FDR<0.17). Analysis of epithelial and stromal transcriptomes using Database for Annotation, Visualization and Integrated Discovery (DAVID) and Ingenuity Pathways Analysis (IPA) showed that epithelial and stromal cells contributed distinct molecular signatures. Epithelial signatures were enriched with gene sets for protein synthesis, metabolism and secretion. Stromal signatures were enriched with genes that encoded molecules important to signaling, extracellular matrix composition and remodeling. Transcriptome differences also showed evidence for paracrine interactions between tissues in stimulation of IGF1 signaling pathway, stromal reaction, angiogenesis, neurogenesis, and immune response. Molecular signatures point to the dynamic role the stroma plays in prepartum mammogenesis and highlight the importance of examining the roles of cell types within the mammary gland when targeting therapies and studying mechanisms that affect milk production.

## Introduction

The bovine mammary gland undergoes morphological changes throughout the reproductive cycle. During the prepubertal/pubertal stages the gland undergoes a period of allometric growth and development characterized by the branching expansion of epithelial parenchyma and associated stroma into the fat pad. Once expansion is complete, growth and development of the gland enters a steady state period until the onset of pregnancy when growth, development and differentiation (i.e. mammogenesis) are reinitiated. Mammogenesis continues throughout the first pregnancy as epithelial structures mature and prepare for lactation. At the onset of lactation epithelial cells begin to secrete milk. Milk synthesis and secretion continue until milk removal ceases.

At cessation of milk removal, or dry-off, the gland undergoes a period of rapid involution. One week following dry off there is an increase in apoptosis in alveolar structures [1], a decrease in luminal content and an increase in the area occupied by stroma [2], [3], [4], [5], [6]. If the animal is pregnant, the period of involution is followed by mammogenesis as the mammary gland prepares for another round of lactation. The interval between successive lactations is referred to as the dry period. A dry period of 55±5 days is typically used in dairy operations to maximize milk yield in the subsequent lactation [7], [8]. Mammogenesis during the dry period begins 3–4 wk prior to parturition and is characterized by redevelopment of the alveoli and increased collagen synthesis. These changes indicate that the bovine mammary gland is remodeled through changes in both its cellular and extracellular content during the dry period [4], which result in an increase in luminal area and decrease in stromal area through 1 week prepartum [2], [3], [4], [5], [6].

At the systemic level mammary growth and development are regulated by hormones. Hormones either act directly to influence growth and differentiation of mammary epithelial cells or indirectly by influencing production of local signaling factors. Steroid hormone induced mammary development often occurs through indirect mechanisms and requires stromal cooperation for induction of epithelial proliferation and morphogenesis [9], [10]. Stromal cells influence epithelial cell behavior by secreting growth factors and/or by altering the composition of the ECM in which epithelial cells reside. The ECM provides structural support for cells, acts as a reservoir for signaling molecules, and plays an active role in initiating cell signaling. Composition and architecture of both the interstitial stromal ECM and the basement membrane ECM change throughout mammary development and in response to systemic and local factors [10], [11], [12], [13], [14]. Remodeling of the ECM by enzymes such as the metalloproteainases (MMP) removes barriers for epithelial growth and releases signaling molecules from stromal reservoirs [11]. The mammary gland of dry cows at three weeks prepartum has been characterized as being in a period of epithelial cell redevelopment with a high rate of ECM synthesis [2], [3], [4], [5]. ECM synthesis is needed to prepare the gland for lactation, as two converging signals are required to turn on milk protein gene expression in mammary epithelial cells, one from lactogenic hormones and the other from the ECM [15], [16], [17].

Studies conducted to characterize transcriptome changes that occur during mammary development have provided insight into key processes involved in signaling and morphogenesis of the mammary gland (for example [18], [19], [20]). However, these studies and others have only examined global gene expression of combined stromal and epithelial cells, and consequently do not account for individual contribution of the cell types to mammary development. The objective of this study was to identify key differences in gene expression and gene signaling pathways in the epithelial and intralobular stromal compartments. Laser capture microdissection was used to isolate populations of epithelial and intralobular stromal cells from mammary tissue of dry cows three weeks prepartum. Analysis of epithelial and stromal global gene expression revealed the distinct contribution of each population to prepartum mammogenic transcriptomes of dry cows and provided insight into how these tissues interact during development.

## Materials and Methods

### Animals and tissue collection and processing

All animal handling and surgical procedures were performed humanely under the approval of the Michigan State University's Institutional Animal Care and Use Committee (approval AUF # 08/05-120-00). Six multiparous Holstein cows from the Michigan State University Dairy Cattle Teaching and Research herd were impregnated between 90 and 105 after the onset of lactation. Cows were dried off after being milked for 310±12 days and had an average dry period length of 55±5 days. A mammary biopsy was obtained three weeks before expected calving date, during the window of expected mammogenesis [2], [3], [4], [5], using the method described by Farr et al. (1996) with several modifications. Cows were restrained and sedated with an intramuscular injection of xylazine hydrochloride (35–45 µg/kg of body weight, Rompun; Bayer Animal Health, Shawnee, KS). The biopsy site was shaved, washed and scrubbed with iodine and 70% ethanol. Topical lidocaine gel was applied to the biopsy site and 3 ml lidocaine injection was injected s.c. into the mammary gland to improve cow comfort. Approximately 1 g of tissue was collected using a stainless steel, retractable biopsy tool (AgResearch, NZ). Sterile absorbable gelatin sponge (Gelfoam; Pfizer, NY, NY) was placed in the biopsy site when excessive bleeding occurred. The incision area was closed with surgical staples and Autoclips (Becton, Dickinson and Company, NJ). This study was part of a larger study that describes biopsy and effect of biopsy on subsequent production in greater detail (Figure S1 [6]), including post-hoc analysis that showed biopsies were taken 19±2 days before expected calving, which corresponded to 259±1 days gestation.

Biopsied tissue was immediately placed in cold media (Waymouth's Media 752/1; Sigma, St Louis, MO; with 50 µg gentamicin per ml, Invitrogen, Carlsbad, CA; and 100 U penicillin – 100 µg streptomycin per ml, Sigma) and transported to the lab. Biopsied tissue was washed three times in phosphate-buffered-saline (PBS) containing; 100 U penicillin – 100 µg streptomycin per ml and 1.5 µg Amphotericin-B per ml (Invitrogen) and cut into 0.5 cm^3^ explants. Explants were placed on siliconized lens paper, and cultured in a humidified chamber (5% CO_2_, 50% O_2_) at 37°C for 2 h in Waymouth's media supplemented with 5 µg/ml insulin (Sigma), 0.1 µg/ml hydrocortisone (Sigma) and 50 µM 5-bromo 2-deoxyuridine (BrdU; Sigma) to measure rate of proliferation. Following explant culture, tissue was embedded in Tissue Tek OCT cryostat embedding compound (Ames Co, Division of Miles Laboratory, Elkhart, ID), flash frozen in liquid nitrogen and stored at −80°C, or placed in 10% buffered formalin for 24 hr at RT. Tissues embedded in OCT were used for laser capture microdissection. Tissues fixed in buffered formalin were embedded in paraffin and used to measure rate of BrdU incorporation or to measure protein expression with immunohistochemistry.

### Detection of rate of BrdU incorporation

Paraffin-embedded formalin fixed tissue was cut into 5 µm sections and placed on charged slides. The Zymed BrdU Staining Kit (Invitrogen) was used to detect BrdU incorporation into cells. Stained slides were examined with a Nikon Eclipse 50i light microscope (Nikon Instruments Inc., Melville, NY). Five photomicrographs were taken per slide at 200X magnification and images were captured at a size of 2560 by 960 pixels with 32-bit per pixel depth and saved in tagged image file format (TIFF) in Image Pro Plus 5.1 (Media Cybernetics, Bethesda, MD). Four classes of cells were counted (proliferating epithelial, non-proliferating epithelial, proliferating stromal and non-proliferating stroma) using Image Pro Plus software by manually tagging stained and unstained epithelial and stromal cells in the section. Approximately 3,300 epithelial or stromal cells were counted/cow to determine percent BrdU labeled index. Data were expressed as mean percent proliferating ± standard error of the mean, and a paired student t-test was used to determine difference.

### Laser capture microdissection (LCM) and isolation of total RNA

Serial tissue sections (7 µm) were prepared from OCT preserved tissue with a cryostat microtome using RNase-free techniques and stored at −80°C until use (less than 8 weeks). On day of LCM, tissue sections were fixed and stained in In Situ Hybridization Pap Jars (Evergreen Scientific, Los Angeles, CA) using the Histogene Kit (Molecular Devices, Sunnyvale, CA) following manufacturer's directions and left in xylene until LCM to ensure tissue was dehydrated.

Populations of epithelial cells and intralobular stromal tissue were isolated by LCM using an Arcturus PixCell IIe LCM system (Arcturus Engineering now Molecular Devices) with CapSure LCM Transfer Film (Molecular Devices) according to manufacturer's protocol. Although intralobular stromal tissue contains a mixed population of cells that include fibroblasts, endothelial, nervous and immune cells, our goal was to enrich stromal captures with fibroblasts so during LCM care was taken to avoid blood vessels and obvious immune cells. Pictures were taken of histological sections before and after LCM to document cell types counted and tissue captured (Figure 1).

**Figure 1:**
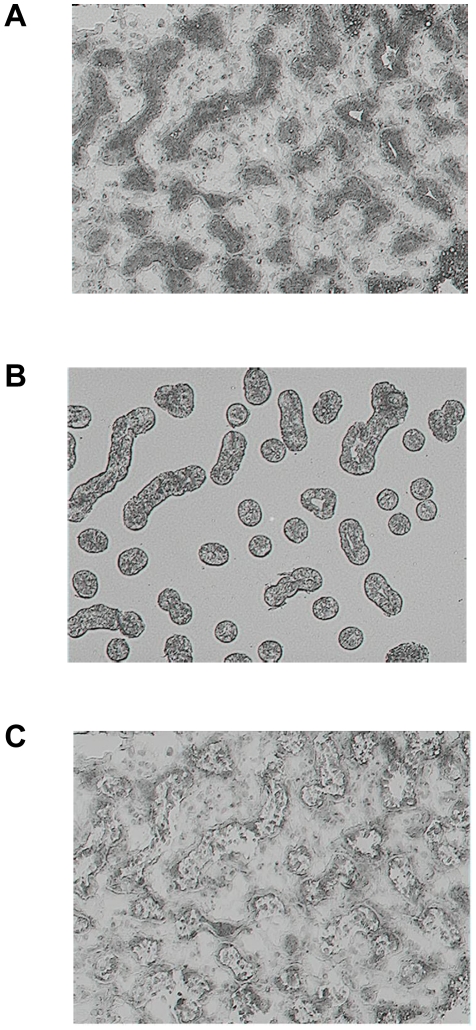
Images of the mammary tissue captured to document cell types captured with laser capture microdissection. Images were captured using light microscopy at 200X A) prior to laser capture microdissection (LCM) B) following LCM and of the C) cap to document populations of epithelial cells isolated from slide.

Tissue captured onto transfer film was immediately immersed in 50 µl of isolation buffer from Acturus' Picopure kit (Molecular Devices). To obtain a minimum of 20 ng of total RNA, lysates were pooled from two slides of the same sample for epithelial captures and four slides from stromal captures. Total RNA was isolated following manufacturer's protocol for laser captured frozen tissue. Recovered RNA was analyzed using a Bioanalyzer 2100 (Agilent Inc; Palo Alto, CA) to determine quality and quantity by use of the Picochip and multiple standards. RNA integrity number (RIN) of tissue off the slides was >8.0 for all samples.

### Target preparation and microarray analysis

NuGen WT Ovation Pico Technology, a high-amplification method for small amounts of RNA, was used for Target preparation following manufacturer protocol to generate products for the Bovine Affymetrix GeneChip. Gene chips were hybridized and scanned using standard Affymetrix protocols. Briefly, gene chips were hybridized in an Affymetrix 640 Hybridization oven at 45°C for 16 hours with 60 rpm rotation. After hybridization, gene chips were washed according to Affymetrix protocol on a Fluidics station using non-stringent (6xSSPE, 0.01% Tween 20, 0.005% antifoam) and stringent (100 mM MES, 0.1M NaCl, 0.01% Tween20) wash buffers. Arrays were stained using SAPE stain and antibody solutions. SAPE contains 2 ug/ul BSA, 10 ug/ml Streptavidin Phycoerythrin (SAPE) in 100 mM MES, 1M NaCl, 0.05% Tween 20 and 0.005% antifoam. The antibody solution contains: 2 mg/ml BSA, 0.1 mg/ml goat IgG, 3 ug/ml biotinylated anti-streptavidin antibodies in 100 mM MES, 1M NaCl, 0.05% Tween 20 and 0.005% antifoam. Genechips were then scanned using an Affymetrix Genearray scanner GSC3000, with 7G upgrade. The efficiency of amplification and hybridization were assessed by incorporating Affymetrix Poly-A RNA and hybridization controls with every sample.

GeneChip quality was evaluated by examining the 3′ to 5′ ratio of the GAPDH housekeeping gene, as the 3′ to 5′ ratio gives an indication of the integrity of the starting RNA (Affymetrix Support; www.affymetrix.com/support). We found that epithelial and stromal samples exhibited excellent overall signals with GAPDH 3′ to 5′ ratio of <1.5, which suggests that starting material was of suitable quality for measuring gene expression [21]. 

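On the 12 arrays, the 3′ probe set of GAPDH, a glycolytic enzyme used as a housekeeping control, was brighter than its 5′ probe set by 0.93 to 4.75 on the log2 scale. The mean gap was 2.67 ± 0.96 (SD, n = 6 arrays) in epithelium and 3.35 ± 0.90 (SD, n = 6) in stroma, and it was larger in the stroma of 5 of 6 cows (exact sign-flip permutation over cows, two-sided p = 0.281, adjusted p = 0.281 over 9 measures of array quality). The same gap for actin went the other way, at 0.64 ± 0.14 in epithelium and 0.42 ± 0.30 in stroma. It was larger in the stroma of 2 of 6 cows (exact p = 0.219, adjusted p = 0.281). The actin probe sets were dim, with values up to 3.32. The polyadenylated control RNAs added to each sample averaged 4.88 ± 1.21 in epithelium and 7.66 ± 2.99 in stroma and were higher in the stroma of 5 of 6 cows (exact p = 0.0938, adjusted p = 0.141). The mean correlation of an array with the others of its own tissue was 0.767 in epithelium and 0.652 in stroma and was lower in the stroma of all 6 cows (exact p = 0.0312, the smallest that 6 cows allow, adjusted p = 0.141).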

Scaling factor among all GeneChips was less than 3-fold, and thus suitable for comparison of differential expression (Affymetrix Support). All data are MIAME compliant and have been deposited in the Gene Expression Omnibus (GEO; www.ncbi.nlm.nih.gov/geo, accession no. GSE18768).

Gene expression analysis was performed using BioConductor version 2.0 software [22]. Data preprocessing was performed using the RMA (Robust Multiarray Analysis) method, which includes a quantile normalization step, across 24 arrays as implemented in the BioConductor package [22], [23], [24]. Twelve of the twenty-four arrays were the focus of this paper, and were thus generated with total RNA isolated from epithelial (n = 6) and stromal (n = 6) tissues captured from mammary explants cultured as described (Figure S1). Differential expression analysis was tested using moderated t-tests from gene-specific linear model analysis with cell type as a fixed effect and implemented in the MAANOVA (microarray analysis of variance) package of R [25]–[26]. Probes that were not expressed (P>0.05; Affymetrix MAS5.0) in at least 4 out of 6 epithelial and stromal arrays (i.e. at least 8 arrays total) were deleted, which accounted for 58% of the genes on the array. Thus we analyzed expression of 10,031 out of 24,016 genes (42%). Further, to control for multiple testing, corresponding nominal p-values were adjusted using the false discovery rate method of Bejamini and Hochberg [27].

The Functional Annotation Tool available through the Database for Annotation, Visualization and Integrated Discovery (DAVID) 2008 (http://david.abcc.ncifcrf.gov/; [28], [29]) was used to identify and analyze gene sets significantly enriched with genes differentially expressed between epithelial and stromal tissue at nominal P<0.05. Ingenuity Pathways Analysis (IPA) program (Ingenuity Systems, Mountain View, CA) was used to identify the biological functions, canonical pathways and functional networks enriched with genes unique to epithelial or stromal transcriptomes. The bovine Affymetrix array knowledge base was selected when data were uploaded into IPA, and filters for data analyses were set at P<0.05. Gene functions were determined using the NCBI Entrez Gene database [30].

After uploading the data into IPA, genes expressed at a greater level in epithelial and stromal transcriptomes were overlaid onto a global molecular network developed from information contained in the Ingenuity Pathways Knowledge Base. A description of the IPA networks methods can be found at www.ingenuity.com/products/appnotes. Graphical representation networks are restricted to a total of 35 genes/network. A “score” is assigned to each of the generated networks and is calculated by dividing the number of focus genes in the network by the total genes in the network. In addition, statistical probability (Fischer's exact test) of finding this ratio by chance (P-value) is also provided. This is displayed as the negative log of that P-value. Therefore, networks with scores of 2 (P<0.01) or higher have at least a 99% confidence of not being generated by random chance alone.

Canonical pathways analysis was used to identify pathways from IPA library that were most significant to the input data set. The significance of association between the data set and the IPA curated canonical pathways is measured in two ways: 1) A ratio is calculated of the number of genes from the data set that map to the pathway divided by the total number of genes in the archived canonical pathway, and 2) Fischer's exact test is used to calculate a P-value to determine the significance of the association between the genes in the dataset and the canonical pathways.

### Quantitative polymerase chain reaction (qPCR)

Total RNA (640 pg) was reverse transcribed into cDNA, ligated and amplified for 8 hrs using Qiagen Quantitect Whole Transcriptome Kit following manufacturer's instructions. cDNA was used for qPCR. The qPCR analysis was performed using the StepOnePlus™ Real-Time PCR Systems (Applied Biosystems, Foster City, CA), ABI TaqMan Gene Expression Master Mix and unique TaqMan® Gene Expression Assays (Applied Biosystems) specific for bovine: FN1 (fibronectin; Bt00415008_m1); IGF1 (Bt03252280_m1); NIDI (nidogen 1/entactin Bt03272040_m1); CSN2 (beta-casein; Bt03217428_m1); CDH1 (cadherin 1, type 1, E-cadherin; Bt03210091_m1); PRLR (prolactin receptor; Bt03207221_m1), and RP18S (Bt03225196_g1) as the reference gene. The mean sample threshold cycle (CT) and mean of the reference CT for each sample were calculated from duplicate wells. The relative amounts of target gene expression for each sample were then calculated using the formula 2^−ΔΔCT^ [31].

### Immunohistochemistry (IHC)

Immunohistochemistry was used to visualize in situ expression of MMP3 and fibronectin proteins in epithelial and stromal tissue in 5 µm sections cut from paraffin embedded sections. Prior to immunohistochemistry, slides were incubated overnight at 60°C, deparaffinized in xylene, rehydrated through a graded series of ethanol washes (100%, 95%, 70%, and 60%) and rinsed in PBS. Endogenous peroxidases were blocked for 15 minutes in 3% hydrogen peroxide in methanol. Sodium citrate antigen-retrieval was performed in a 100°C water bath. Sections were then incubated for 10 min at RT in non-immune blocking serum block (Histostain kit; Zymed Laboratories, San Francisco, CA), excess blocking serum was blotted off and sections were incubated with the primary mouse monoclonal anti-fibronectin (50 µg/ml; 1 hr; MS-1351-R7; Lab Vision Products, Fremont, CA) or mouse polyclonal anti-MMP-3 (1∶200; 45 min; 3523R-100; Biovision Inc., Mountain View, CA) at RT diluted in blocking solution. Sections were washed in PBS and incubated with a broad-spectrum secondary antibody conjugated with streptavidin-peroxidase (Histostain kit; Zymed Laboratories Inc.), followed by a PBS wash and 3 min incubation with 3′, 3′-diaminobenzidine chromogen substrate. All slides were counterstained with hematoxylin, dehydrated in a graded series of alcohols, cleared in xylene, and mounted with Histomount (Zymed).

## Results

The relative rate of epithelial (0.34%±0.26) and stromal (0.37%±0.17) cell proliferation was not different in mammary tissue from dry cows 3 weeks prepartum. 

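Mammary tissue came from 6 dry cows sampled 3 weeks before calving. Explants were kept for 2 h in medium with insulin, hydrocortisone and BrdU, and epithelium and intralobular stroma of each cow were then captured by laser from frozen sections. RNA of each capture was amplified and hybridized to a Bovine GeneChip, which gave 12 arrays, 6 per tissue. The paper gives the hormones as 5 and 0.1 µg/ml and the sample labels as 5 and 0.1 mg/ml, so their concentration is not settled here. The labels record a lactation number of 1 for 4 of the cows, which the methods call multiparous. The values are log2 intensities that the authors computed by RMA over 24 arrays, of which these 12 are reported. Of 24128 probe sets, 112 are controls. The paper tested 10031 probe sets chosen by detection calls, and those calls were not used here. In their place, the 10031 probe sets with the highest mean over the 12 arrays were tested, down to a mean of 3.57. Each was fitted with limma with tissue and cow as terms, where the paper fitted tissue alone. Differences are stroma minus epithelium, errors are standard errors of the log2 difference over 6 cows, and p values were adjusted by the Benjamini-Hochberg method over all probe sets tested. A gene is represented by its brightest tested probe set with exactly 1 gene symbol, and a gene outside the 10031 was read from a fit of all 24016 probe sets and is named as outside. A fold against a tissue whose mean lies below the array medians depends on the background and is not exact. This limit is not repeated beside every gene. It holds, among others, for FLT1, PDGFRA, CDH5, APOD, OGN, NID2, CALCRL, ANGPTL2 and ANGPT2, whose epithelial means lie below those medians. Where leaving out 1 cow ended a gene's call, the cow and the highest adjusted p without it stand beside the value, with that of another alternative where it is higher. Gene lists fixed before the data were examined were compared with all other tested genes by camera, with a preset correlation between genes of 0.01 and adjustment over 49 lists. The number of arrays limits the precision. In simulated data with 50 changed probe sets of each size, the fit found 2% of log2 changes of 1, 36% of 2, 84% of 3 and 98% of 4. The simulation gave 115 calls and the real data 932, and the adjusted threshold loosens with more calls. These shares may therefore be too low for the real data. The median difference over the tested probe sets was -0.18, and it was -0.0096 after each array was centred on the median of its tested probe sets. The means of the cytosolic ribosomal, respiratory complex, proteasome, secretory pathway and milk protein lists are therefore also given relative to the tested median. Those of other lists are not.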

Analysis of frequency of differentially expressed genes by P-value (Figure S2) revealed that epithelial and stromal transcriptomes were significantly different. Gene sets were searched for expression of epithelial-specific and stromal fibroblast-specific markers to confirm enrichment of cell populations by LCM. Ductal epithelial cytokeratin KRT7 and simple epithelial cytokeratin KRT8 were expressed 15.1-fold (P = 4.95 E-6; FDR = 0) and 8.1- fold (P = 9.89 E-6; FDR = 0) greater in the epithelial gene set, respectively, and the fibroblast cell specific markers VIM (vimentin) and S100A4 (fibroblast specific protein 1) [32] were expressed 11.3 fold greater (P = 7.39 E-7; FDR = 0) and 18.8-fold greater (P = 2.16 E-6; FDR = 0) in the stromal fibroblast gene set.

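Keratins of simple epithelium were higher in the epithelial captures and proteins of mesenchymal cells in the stromal captures in all 6 cows. KRT7, a keratin of ductal epithelium, was higher in epithelium by 15.0-fold (log2 standard error 0.60, adjusted p = 0.00484), with a log2 value of 9.99 ± 0.36 (SD, n = 6) against 6.08 ± 1.99 (SD, n = 6) in stroma. KRT8, its relative in simple epithelia, was higher by 8.05-fold (log2 standard error 0.37, adjusted p = 0.00151). VIM, the intermediate filament of mesenchymal cells, was higher in stroma by 11.4-fold (log2 standard error 0.36, adjusted p = 0.000620), and S100A4, a calcium-binding protein of fibroblasts, by 19.0-fold (log2 standard error 0.51, adjusted p = 0.00131). Of 17 tested markers of luminal epithelium, 14 were higher in epithelium and 0 in stroma (17 in epithelium when adjusted over the list alone), and all 13 of 13 fibroblast markers were higher in stroma (also 13 when adjusted over the list alone). The 2 lists passed the test against other genes (camera, adjusted p = 3.49e-13 and 3.49e-20). The mean over the luminal markers was lower in stroma, with a difference of -2.71 ± 0.32 (SD, n = 6 cows), and that over the fibroblast markers was higher by 5.02 ± 1.08. Markers of other cells moved with the tissue as well. Endothelial markers were higher in stroma by 3.05 ± 0.33, monocyte and macrophage markers by 1.10 ± 0.57 and myoepithelial markers by 1.01 ± 0.86, each in all 6 cows, and the Schwann cell and nerve markers were lower in all 6, with a difference of -0.73 ± 0.53 (exact sign-flip permutation, adjusted p = 0.0417 for each of these lists). The differences of smooth muscle and pericyte markers (1.15, exact adjusted p = 0.0714) and of T and NK cell markers (0.31, exact adjusted p = 0.0938) did not pass. Against other genes, the nerve list did not pass (camera, adjusted p = 0.218). The macrophage and myoepithelial lists passed (0.00107 and 0.0364), and their calls were lost with an estimated correlation (0.0719 and 0.298). That of the myoepithelial list was also lost without cow 4 (0.160) and without a filter (0.148).

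**Figure D1:**
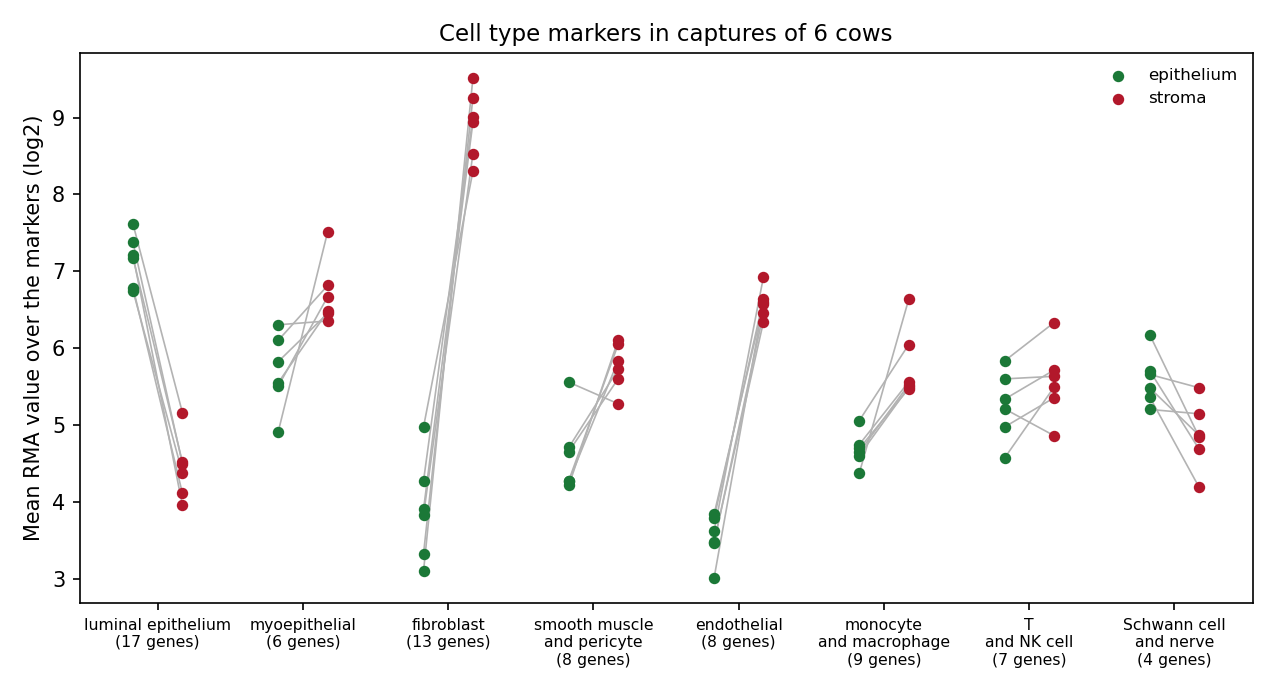
Mean log2 RMA value over the tested markers of 8 cell type lists in epithelium (green) and stroma (red). Each point is an array and each line joins the captures of a cow. The stroma points of the fibroblast list lie above the epithelium points in all 6 cows, and those of the luminal list below.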

### Functional annotation clusters of genes expressed at a greater level in epithelial or intralobular stromal compartments

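Among the 12 highest in epithelium were ESRP1, a splicing regulator of epithelial cells, at 19.7-fold (log2 standard error 0.52, adjusted p = 0.00130), MAL2, a protein of apical transport, at 17.4-fold (log2 standard error 0.54, adjusted p = 0.00202), and EPCAM, an epithelial adhesion molecule, at 16.5-fold (adjusted p = 0.00176). The 12 highest in stroma included IGHM, an antibody heavy chain, at 189-fold (log2 standard error 0.58, adjusted p = 0.000228), MYOC, a secreted glycoprotein, at 178.4-fold (log2 standard error 0.36, adjusted p = 5.42e-05), and LUM, a collagen-binding proteoglycan, at 103-fold (adjusted p = 0.000162). The mean of MYOC in epithelium was 2.12 and that of LUM 2.79, below the lowest array median of 2.95, so their folds depend on the background and are not exact. The same holds for 157 of the probe sets counted below as higher in stroma and for 84 of those higher in epithelium, whose other tissue lay under that median. In all, 477 probe sets (280 genes) were higher in epithelium and 455 (256 genes) in stroma at an adjusted p under 0.05 from limma. The direction was the same in all 6 cows for 431 and 423 of them. The median fold among these probe sets was 4.93 in epithelium and 9.20 in stroma, and 68 and 216 exceeded 10-fold. At the paper's unadjusted thresholds of 0.05, 0.01 and 0.001, the counts were 1461, 698 and 218 in epithelium and 891, 544 and 321 in stroma, with highest adjusted p values of 0.213, 0.0805 and 0.0186. After centring of each array on the median of its tested probe sets, 361 probe sets were higher in epithelium and 516 in stroma. The share in epithelium was then 41.2% in place of 51.2%. The epithelial count was 267 without cow 1, 282 without cow 2 and 279 without cow 4. Without cows 5 and 6, left out after the data were seen because their stromal control RNA was high, the counts were 245 in epithelium and 360 in stroma, and without cows 4, 5 and 6 they were 86 and 219.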

More than 3,000 genes (P<0.05) were differentially expressed between epithelial and stromal cell populations (Table 1). Functional Annotation Clustering in DAVID showed that genes that were expressed at a greater level in epithelial tissue were clustered into 131 functional groups; seven of these groups had a median significance of P<0.0001 (enrichment score (ES) >4; Supplemental Information S1, worksheet A). Analysis of these seven functional groups revealed that the epithelial transcriptome was enriched for genes with intracellular functions including regulation of metabolism and protein synthesis (Table 2). 

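Few genes of protein synthesis and energy metabolism passed the test, and those that did were higher in epithelium. Of 66 tested cytosolic ribosomal proteins, 63 had a higher mean in epithelium, but 0 passed the threshold in epithelium and 0 in stroma (also 0 and 0 when adjusted over the list alone). Their mean difference was -0.52 (-0.34 relative to the tested median). Of 51 mitochondrial ribosomal proteins, 3 were higher in epithelium, MRPL34 by 6.38-fold (adjusted p = 0.0404, lost without cow 1, 3, 4, 5 or 6, adjusted p up to 0.105), MRPL39 by 3.51-fold (adjusted p = 0.0455, lost without cow 1, 2, 3, 4, 5 or 6, adjusted p up to 0.121) and MRPS22 by 2.54-fold (adjusted p = 0.0458, lost without cow 1, 2, 3, 4, 5 or 6, adjusted p up to 0.129), and 0 when adjusted over the list alone. IDH1, which makes NADPH from isocitrate, was higher in epithelium by 3.31-fold (adjusted p = 0.0232, lost without cow 1, 2, 3 or 4, adjusted p up to 0.0755), as the sole member past the threshold among 18 citrate cycle enzymes (also 1 when adjusted over the list alone). Against other genes, the ribosomal list passed with a preset correlation (camera, adjusted p = 0.000185) and its call was lost with an estimated correlation (adjusted p = 0.361 with an estimated correlation). The mitochondrial ribosomal list (adjusted p = 0.105, and 0.00675 to 0.658 over 16 alternatives, the lowest without a filter) and the citrate cycle list (adjusted p = 0.0530, and 0.0193 to 0.153 over 16 alternatives) did not pass, although the latter did without cow 5 (adjusted p = 0.0472) or cow 6 (adjusted p = 0.0389), without the cow block (0.0281), with a random block (0.0294), without a filter (0.0193) and after quantile normalization again (0.0494). The lists follow sets that the study found enriched on these samples, so their direction is not independent evidence of direction.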

Genes that were expressed at a greater level in stromal tissue were clustered into 90 functional groups; five of these groups had a median significance of P<0.0001 (ES>4; Supplemental Information S1, worksheet B). Analysis of these five clusters revealed the stromal fibroblasts were enriched with transcripts associated with extracellular proteins and processes associated with adhesion, development and wound healing (Table 2; Supplemental Information S1, worksheet B).

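Collagen genes were among the genes most strongly higher in stroma. COL3A1, a fibrillar collagen of soft connective tissue, was higher in stroma by 66.7-fold (log2 standard error 0.84, adjusted p = 0.00293), and COL1A2 and COL1A1, the chains of type I collagen, by 51.7-fold (adjusted p = 0.00281) and 43.0-fold (adjusted p = 0.000975). COL15A1, a collagen of the zone beneath basement membranes, was higher by 51.9-fold (log2 standard error 0.61, adjusted p = 0.000764). Of 15 tested collagen genes, 10 were higher in stroma and 0 in epithelium (11 in stroma when adjusted over the list alone), with a mean difference of 3.49. The list passed the test against other genes (camera, adjusted p = 3.49e-13, and adjusted p = 0.0359 with an estimated correlation). It follows terms that the study found enriched on these samples and is not independent evidence of direction. Fibroblast and endothelial markers moved the same way.

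**Figure D2:**
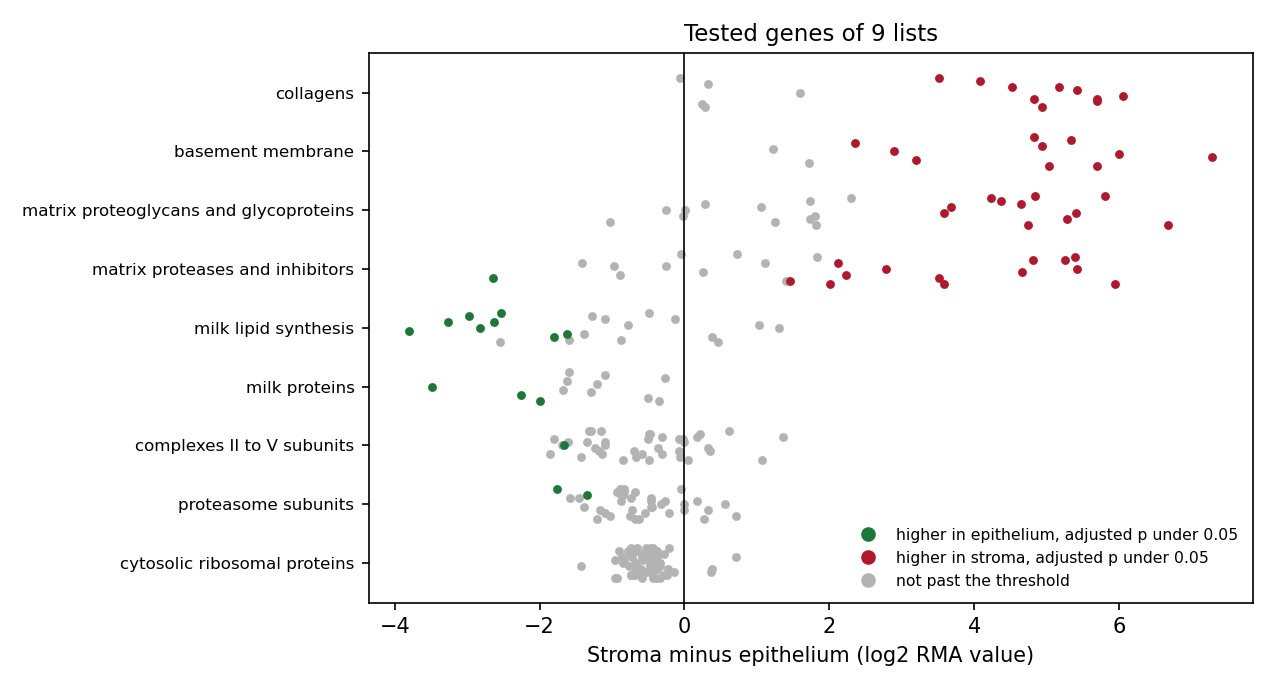
Stroma minus epithelium difference (log2 RMA value, mean of 6 cows) of each tested gene of 9 lists. Colored points passed an adjusted p under 0.05 and grey points did not. Most collagen and basement membrane genes lie to the right, and ribosomal, proteasome and respiratory genes lie close to 0, most of them to its left.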

**Table 1:** Summary of number of genes differentially expressed at P-value cut-off and associated maximal FDR.

	Higher in stroma		Higher in epithelium	
P-value	no.	max. FDR	no.	max. FDR
0.05	1108	0.16	1993	0.16
0.01	761	0.05	1016	0.05
0.001	487	0.01	394	0.01

**Table 2:** Representative gene sets within the functional groups significantly enriched (P<0.0001) with genes expressed at a greater level in epithelial or stromal tissue and identified using Functional Annotation Clustering in NIH DAVID.

Gene set	Score*	No.
Epithelial		
GOTERM_CC_ALL:GO:0005737∼cytoplasm	28.37	332
GOTERM_BP_ALL:GO:0009058∼biosynthetic process	20.23	140
GOTERM_BP_ALL:GO:0044267∼cellular protein metabolic process	14.17	189
GOTERM_CC_ALL:GO:0031090∼organelle membrane	10.91	74
GOTERM_CC_ALL:GO:0005739∼mitochondrion	7.95	83
GOTERM_CC_ALL:GO:0031410∼cytoplasmic vesicle	5.07	28
GOTERM_CC_ALL:GO:0033279∼ribosomal subunit	4.65	16
Stromal		
GOTERM_CC_ALL:GO:0031012∼extracellular matrix	12.27	28
GOTERM_BP_ALL:GO:0007155∼cell adhesion	10.52	32
SP_PIR_KEYWORDS:signal	7.96	93
GOTERM_BP_ALL:GO:0007275∼multicellular organismal development	4.86	44
GOTERM_BP_ALL:GO:0009611∼response to wounding	4.56	22
GOTERM_BP_ALL:GO:0009611∼response to wounding	4.56	22

*Score is DAVID's enrichment score, the –log of the median P-value for the functional group.

Enrichment of molecular and cellular functions (P<0.005) of IPA generated gene sets were also examined. For epithelial tissue, protein synthesis (86 genes; P<0.0001) was the most highly enriched gene set (Figure 2A); other notable sets included cellular assembly and organization (48 genes; P = 0.0004), connective tissue development and function (21 genes; P = 0.001), and reproductive function and development (17 genes; P = 0.002). Cellular movement (170 genes; P<0.0001) was the most highly enriched stromal compartment gene set (Figure 2B). 

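Genes of lipid synthesis that passed the test were higher in epithelium, and few genes of cell division passed the test. Of 21 tested genes of milk lipid synthesis, 8 were higher in epithelium and 0 in stroma (11 in epithelium when adjusted over the list alone). GPAM, which starts triglyceride assembly, was higher in epithelium by 13.9-fold (log2 standard error 0.59, adjusted p = 0.00507), SCD, a fatty acid desaturase, by 7.84-fold (log2 standard error 0.45, adjusted p = 0.00433), SQLE, an enzyme of cholesterol synthesis, by 7.08-fold (adjusted p = 0.0113), and HMGCS1, an earlier enzyme of that pathway, by 9.65-fold (adjusted p = 0.0250, lost without cow 1, 3 or 6, adjusted p up to 0.0753). BIRC5, a mitotic protein that also blocks cell death, was higher in epithelium by 3.58-fold (adjusted p = 0.0167, lost without cow 1, adjusted p = 0.0581, and 0.182 without the cow block) and was the sole gene past the threshold among 10 tested of 29 proliferation genes on the array (also 1 when adjusted over the list alone). The lipid list passed against other genes (camera, adjusted p = 0.000296, and adjusted p = 0.0368 with an estimated correlation), and the proliferation list did not (adjusted p = 0.269). The lipid list follows functions that the study found enriched on these samples and is not independent evidence of direction.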

Five molecular and cellular functional ontologies (P<0.05) were redundant between epithelial and stromal transcriptomes and included cellular growth and proliferation, cell-cell signaling and interaction, lipid and carbohydrate metabolism, and cell death (Figure 2).

**Figure 2:**
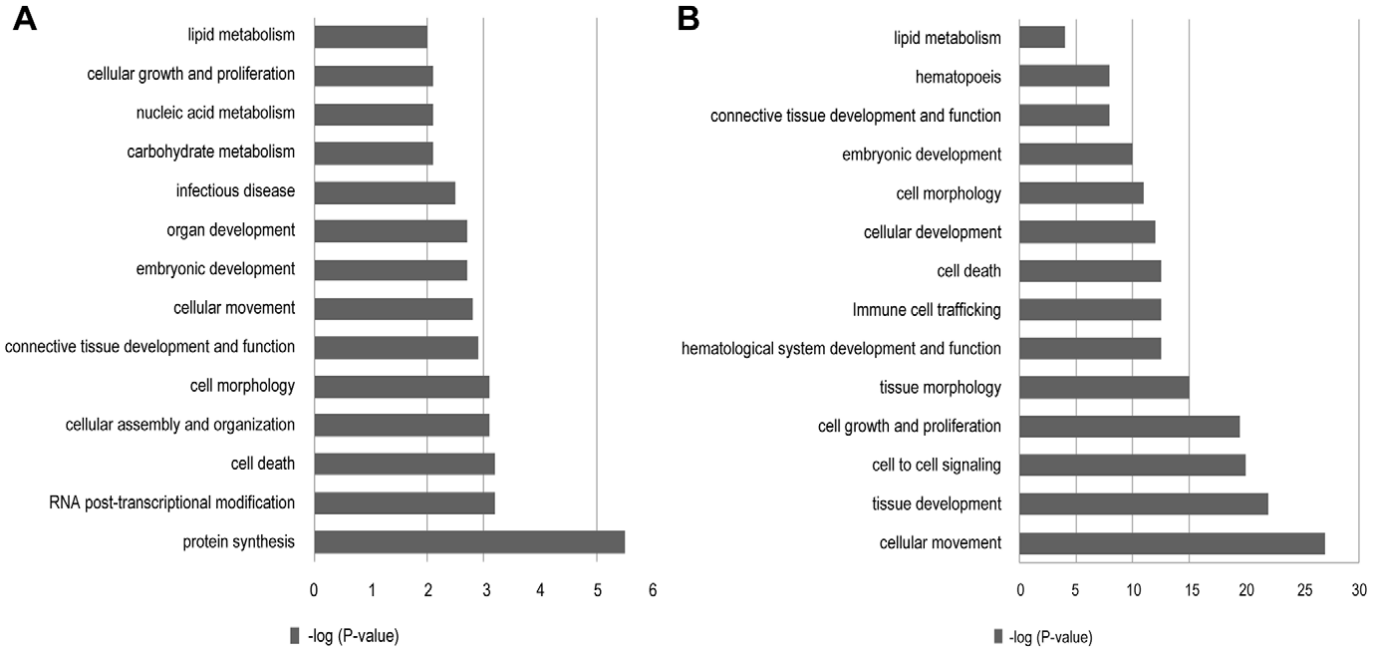
Molecular and cellular function ontologies enriched with genes expressed at greater level in epithelial and stromal tissues. Ontologies more highly enriched by genes expressed at greater level in A) epithelial and B) stromal tissue in mammary glands of three week prepartum dry cows generated using IPA. Y-axis = −log (P-value).

The cellular distribution of proteins encoded by genes expressed at a greater level in mammary epithelium or stroma was investigated using IPA *Molecules* tab and sorting genes by location. The majority of genes expressed at a greater level in the epithelium encoded proteins that function within the cytoplasm and nucleus (Figure 3). In contrast many genes expressed at a greater level in intralobular stroma encoded proteins that function in the plasma membrane and extracellular space (Figure 3).

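Genes for matrix proteins and some families of secreted proteins passed the test mostly in stroma, and genes of intracellular machinery rarely passed in either tissue. Over 7 lists of collagens, basement membrane, matrix proteoglycans, matrix proteases and inhibitors, IGF ligands and binding proteins, chemokines and complement, 53 of 103 tested genes were higher in stroma, 3 in epithelium and 47 did not pass. The milk proteins, secreted as well, were not part of this group, and with them the counts were 53 in stroma and 6 in epithelium of 115. Over 13 lists of ribosomes, translation, respiration, the proteasome, ubiquitin, transcription, splicing, RAB proteins and the secretory pathway, 13 of 448 tested genes were higher in epithelium, 0 in stroma and 435 did not pass. The lists were fixed before the data were examined, and they were pooled into these 2 groups afterwards. All of them draw on sets the study reported from these samples, so the split is not independent evidence of direction. The test was limma with an adjusted p under 0.05.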

**Figure 3:**
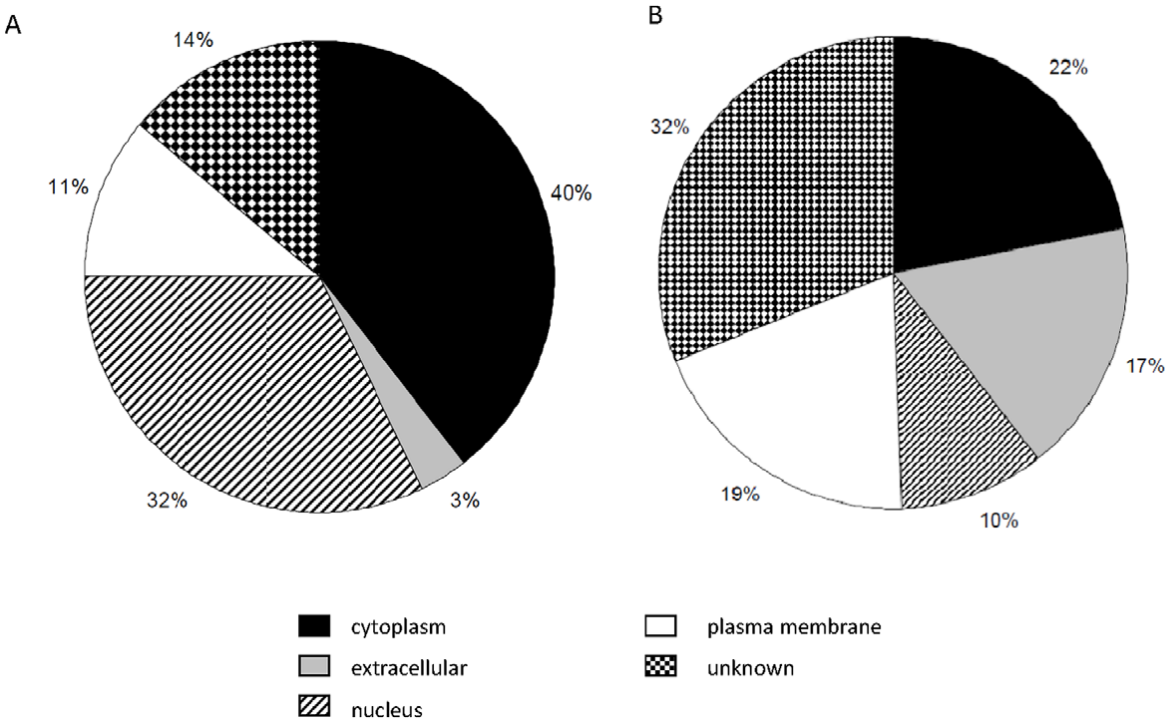
Cellular distribution of gene products expressed in epithelial and stroaml tissue. Genes expressed at a greater level in A) epithelium and B) intralobular stroma of dry cows three weeks prepartum.

### Network analysis of genes expressed at a greater level in epithelial or intralobular stromal cells

Functional analysis of the genes expressed at a greater level in epithelial or stromal tissue identified the biological functions of the top five IPA generated networks (Table 3; ure S3A-E and Figure S4A-E). 

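Of the actin and transcription genes named for epithelial network 1, 7 have a probe set with 1 gene symbol, and none of these passed the test in its brightest probe set. MLL3 and NCOA6 have none and were not analysed here, and the ribosomal proteins of the network, which the text does not name, were tested as a list of all cytosolic ribosomal proteins. ACTG1, a cytoskeletal actin, was 1.81-fold higher in epithelium (log2 standard error 0.32, n = 6 cows, adjusted p = 0.147), and FOS, an immediate-early transcription factor, 1.93-fold (adjusted p = 0.205), each in all 6 cows. PFDN1, a subunit of the prefoldin chaperone, was 3.40-fold higher in epithelium (adjusted p = 0.0627, and 0.0278 to 0.156 over 15 alternatives, of which 3 passed), BARX2, a homeobox factor, 2.19-fold (adjusted p = 0.113) and NACA, which binds nascent chains at the ribosome, 1.51-fold (adjusted p = 0.354). ACTA1, the actin of skeletal muscle, and GTF2IRD1, a transcription regulator, lay outside the tested probe sets. The means of ACTA1, 2.16 in epithelium and 2.21 in stroma, were below the array medians, so no direction is read from them. GTF2IRD1 had a stroma minus epithelium difference of -0.17 (adjusted p = 0.869), whose sign turned after centring on the median (0.000541). In unadjusted tests, ACTG1, FOS, PFDN1 and BARX2 were under 0.05. ACTG1 passed with an intensity trend and robust prior (adjusted p = 0.0131, and 0.0131 to 0.308 over 15 alternatives). Another tested probe set of ACTG1, chosen after its values were seen, went the other way and was higher in stroma in all 6 cows by 8.88-fold (adjusted p = 0.00131), and the mean over the probe sets of ACTG1 was also higher in stroma (1.15, adjusted p = 0.0444), so its direction is not settled.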

The epithelial network with the highest score (network 1, score 49) was characterized by genes that encoded cytoskeletal proteins (ACTA1, ACTG1) and proteins that regulate transcription (FOS, BARX2, GTF21RD1, MLL3, NACA, NCOA6, PFDN1) and translation, including ten ribosomal proteins (Figure S3A; Supplemental Information S1, worksheet C). 

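None of the splicing factors named for this network passed the test in its brightest probe set. SF3B1, a core subunit of the splicing machinery, was 1.42-fold higher in epithelium (log2 standard error 0.33, n = 6 cows, adjusted p = 0.395), SRSF11 1.52-fold (adjusted p = 0.373) and SRSF1 1.25-fold (adjusted p = 0.692). SCAF11, the current symbol of SFRS2IP, was 2.76-fold higher in epithelium (adjusted p = 0.265), PRPF4, a protein of the spliceosome, 1.41-fold (adjusted p = 0.629) and CPSF6, a factor of polyadenylation, 1.97-fold (adjusted p = 0.348). Another tested probe set of CPSF6, chosen after its values were seen, was higher in epithelium in all 6 cows by 2.65-fold (adjusted p = 0.0352, lost without cow 1, 2, 3, 4 or 6, adjusted p up to 0.111). WBP4, a splicing protein outside the tested probe sets, had means of 1.37 in epithelium and 2.39 in stroma, below the array medians, so no direction is read from them. Of 42 tested splicing and polyadenylation factors, 0 passed the threshold in epithelium and 0 in stroma (limma, also 0 and 0 when adjusted over the list alone, with 3 under an unadjusted 0.05), and the list, which is not independent evidence of direction, did not pass against other genes (camera, adjusted p = 0.307). The sign of SRSF1 turned without cow 6 (0.04).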

Epithelial network 2 (score 46) was characterized by a MAPK node and genes encoding proteins that function in the nucleus to process RNA, including splicesomal (WBP4, SFRS1, SFRS2IP, SFRS11, SF3B1, PRPF4) and polyadenylation (CPSF6) proteins (Figure S3B; Supplemental Information S1, worksheet D). Epithelial network 3 included genes encoding molecules that function in the cytoplasm to regulate translation and included 7 eukaryotic translation initiation factors (Figure S3C; Supplemental Information S1, worksheet E). 

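EIF2B2, a subunit of the exchange factor that recycles an initiation factor, was higher in epithelium by 6.68-fold (log2 standard error 0.57, n = 6 cows, adjusted p = 0.0187, lost without cow 1 or 6, adjusted p up to 0.0541). EIF6, which keeps the large ribosomal subunit apart until it is needed, was higher by 2.87-fold (adjusted p = 0.0386, lost without cow 1, 3, 4, 5 or 6, adjusted p up to 0.115). These 2 genes passed in epithelium and 0 in stroma among 35 tested members of the EIF family (1 when adjusted over the list alone), a list that also holds kinases and binding proteins of these factors. The study found the family in an epithelial network on these samples, so the count is not independent evidence of direction. The family did not pass the test against other genes (camera, adjusted p = 0.129, and 0.00320 to 0.261 over 16 alternatives, the lowest without a filter).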

The majority of the proteins encoded by the genes within epithelial network 4 function within the nucleus and included 6 mediator complex genes (MED4, MED9, MED10, MED13L, MED25, MED31), which co-activate DNA-binding factors that activate transcription via RNA polymerase II, and 5 RNA polymerase genes (POLR1E, POLR2B, POLR3B, POLR3F) (Figure S3D; Supplemental Information S1, worksheet F). 

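Most of the named mediator subunits, which link transcription factors to the polymerase, had higher means in epithelium, and none passed the threshold in its brightest probe set. MED25 was 2.53-fold higher in epithelium (log2 standard error 0.50, n = 6 cows, adjusted p = 0.144), MED10 2.12-fold (adjusted p = 0.146), MED31 2.08-fold (adjusted p = 0.181) and MED9 1.71-fold (adjusted p = 0.217), whereas MED13L was 1.26-fold higher in stroma (adjusted p = 0.767) and MED4 1.21-fold (adjusted p = 0.751). Among polymerase genes, POLR3F, a subunit of RNA polymerase III outside the tested probe sets, was 3.45-fold higher in epithelium (adjusted p = 0.0453 in the fit of all probe sets, lost without cow 1, 2, 3, 4, 5 or 6, adjusted p up to 0.131). POLR1E was 3.33-fold higher in epithelium (adjusted p = 0.136), POLR2B 2.71-fold (adjusted p = 0.211) and POLR3B 1.66-fold (adjusted p = 0.298). The threshold here was an adjusted p under 0.05, where the paper filtered genes at an unadjusted 0.05. In unadjusted limma tests, MED25, MED10, MED31, POLR3F, POLR1E and POLR2B were under 0.05, and MED9, MED4, MED13L and POLR3B were not. Of 16 tested mediator subunits 0 passed in epithelium and 0 in stroma, and of 21 RNA polymerase subunits 1 passed in epithelium, POLR2M at 2.74-fold (adjusted p = 0.0498, lost without cow 1, 2, 3, 4, 5 or 6, adjusted p up to 0.132), and 0 when adjusted over the list alone. Neither list passed against other genes (camera, adjusted p = 0.664 and 0.765), and as network genes chosen on these samples they are not independent evidence of direction. The direction of MED13L turned without cow 3 (-0.12) and that of MED4 when its probe sets were averaged (-0.87). Another tested probe set of MED4, chosen after its values were seen, was higher in epithelium in all 6 cows by 4.03-fold (adjusted p = 0.0175, lost without cow 4, adjusted p = 0.0548), and MED25 passed without cow 5 (adjusted p = 0.0263, in a range of 0.0263 to 0.315 over 14 alternatives).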

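Complex I of the respiratory chain had no tested subunit past the threshold, although most subunits had a higher mean in epithelium. Of 35 tested subunits of complex I, 28 had a higher mean in epithelium, 0 passed the threshold in either tissue in limma (also 0 when adjusted over the list alone, with 2 under an unadjusted 0.05), and the mean difference was -0.50 (-0.31 relative to the tested median). Complex I did not pass against other genes (camera, adjusted p = 0.129), although it did without cow 6 (adjusted p = 0.0406) and without a filter (adjusted p = 0.00582), in a range of 0.00582 to 0.330 over 16 alternatives. The study placed genes of this complex in an epithelial network on these samples, so the list is not independent evidence of direction.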

Eight proteins encoded by genes in epithelial network 5 make up the NADH-ubiquinone oxidoreductase complex, which is part of the mitochondrial respiratory chain and serves to catalyze oxidation of NADH and the reduction of ubiquinone. 

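Of the tested genes of the secretory pathway and the RAB GTPases, 2 passed the test, both higher in epithelium. SAR1B, a GTPase that starts the budding of vesicles from the endoplasmic reticulum, was higher in epithelium by 3.12-fold (log2 standard error 0.36, n = 6 cows, adjusted p = 0.0244, lost without cow 1, 2, 3 or 4, adjusted p up to 0.0761), and ARCN1, a subunit of the COPI coat, by 2.96-fold (adjusted p = 0.0306, lost without cow 1, 2, 4, 5 or 6, adjusted p up to 0.0815). These were the 2 genes higher in epithelium among 41 tested genes of the secretory pathway, with 0 higher in stroma (also 2 in epithelium when adjusted over the list alone). Of 23 tested RAB GTPases, 0 passed in epithelium and 0 in stroma (limma, also 0 when adjusted over the list alone, with 4 under an unadjusted 0.05). The secretory list passed against other genes (camera, adjusted p = 0.0283), and its call was lost with an estimated correlation (adjusted p = 0.0909 with an estimated correlation), with the brightest 5000 probe sets (adjusted p = 0.120), and without cow 1 (adjusted p = 0.0542) or cow 2 (adjusted p = 0.0541). The RAB list did not pass (adjusted p = 0.372), and neither is independent evidence of direction.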

Other genes in this network encoded several RAB proteins, which facilitate the docking and transport of vesicles, a process important to secretory activity (Figure S3E; Supplemental Information S1, worksheet G).

**Table 3:** Biological functions of genes in the top 5 networks generated in IPA; (scores) and [central molecules] within networks.

Higher in epithelium	Higher in stroma
Protein synthesis, transcription, translation, cytoskeletal (49) [FOS]	Tissue development, extracellular matrix (51) [NID/Laminins]
RNA post-transcriptional modification, cellular assembly and organization, DNA replication, recombination and repair (46) [WBP4, MAPK]	Tissue morphology, inflammation (44) [IL6]
Protein synthesis RNA post-transcriptional modification, gene expression (38)	Cellular assembly and organization, cellular function and maintenance and cell movement (37) [dynamin]
Gene expression, cell movement, cell to cell signaling and interaction (38) [MR124]	Cell-to-cell signaling and interaction, cell-ECM interaction (36) [TGFBR2, integrins, collagens]
Secretory activity, mitochondrial respiration (36) [RIF1]	Cell death/survival, extracellular matrix (36) [FN1]

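Basement membrane genes that passed the test were higher in stroma. FBLN1, a matrix protein that binds fibronectin and laminin, was higher in stroma by 156-fold (log2 standard error 0.38, adjusted p = 5.42e-05), with n = 6 cows. NID2, which links laminin to type IV collagen, was higher by 32.7-fold (log2 standard error 0.41, adjusted p = 0.000274), LAMB1, a laminin chain, by 40.3-fold (log2 standard error 0.53, adjusted p = 0.000545), and FBLN5, a protein of elastic fibers, by 28.5-fold (adjusted p = 0.000411). Of 12 tested basement membrane genes, 10 were higher in stroma and 0 in epithelium (12 in stroma when adjusted over the list alone), with a mean difference of 4.21. The list passed against other genes (camera, adjusted p = 2.44e-17, and adjusted p = 0.0280 with an estimated correlation), as a list from the study's own network that is not independent evidence of direction.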

Molecules in stromal network 1 encoded for basement membrane proteins including laminins, NID1 and NID2, and FBLN1,2 and 5 (Figure S4A; Supplemental Information S1, worksheet H). 

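IL6, a cytokine of inflammation and B cell maturation, was higher in stroma by 17.2-fold (log2 standard error 0.74, adjusted p = 0.00994), in all 6 cows. Its log2 value was 1.71 ± 0.26 (SD, n = 6) in epithelium and 5.81 ± 2.30 (SD, n = 6) in stroma, and as the epithelial value lies below the array medians the fold is not exact. IL6 was the sole gene past the threshold among 12 tested genes of the IL6 pathway (also 1 when adjusted over the list alone), and the list did not pass against other genes (camera, adjusted p = 0.201), nor would it be independent evidence of direction, since the study drew it from these samples.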

The primary hub molecule in stromal network 2 was IL-6, which encodes a cytokine that functions in inflammation and the maturation of B cells and may be important to organ development, and its receptor (Figure S4B; Supplemental Information S1, worksheet I). 

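Genes of endocytosis that passed the test were higher in stroma. DNM1, the GTPase that pinches off coated vesicles, was higher in stroma by 7.52-fold (log2 standard error 0.54, adjusted p = 0.0109), and CAVIN1, which shapes caveolae, by 4.31-fold (log2 standard error 0.36, adjusted p = 0.00784) (n = 6 cows). CAV2, a coat protein of caveolae, was higher by 4.41-fold (adjusted p = 0.0263, lost without cow 1, 2, 3, 4 or 5, adjusted p up to 0.0810, and 0.115 as a mean over probe sets). The clathrin adaptor subunits AP2M1 and AP2S1 were 2.05-fold (adjusted p = 0.190) and 2.78-fold (adjusted p = 0.145) higher in stroma. Of 14 tested genes of clathrin and caveolar endocytosis, 3 were higher in stroma and 0 in epithelium (4 in stroma when adjusted over the list alone). The list passed against other genes (camera, adjusted p = 0.00477), and its call was lost with an estimated correlation (adjusted p = 0.0693 with an estimated correlation) and with the brightest 5000 probe sets (adjusted p = 0.120). It comes from the study's own network and is not independent evidence of direction.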

Stromal network 3 had several hubs that encoded molecules involved in clathrin mediated endocytosis (ITSN1, DNM1, AP2M1, AP2S1) (Figure S4C; Supplemental Information S1, worksheet J). Genes within stromal network 4 encoded proteins that mediate cell-ECM connections (ITGA5, ITGB3, BCAM), were indicative of ECM synthesis (collagens, SPARC, DCN) and breakdown (SERPINA5, MMP14) as well as growth factor receptors that regulate these processes (TGFBR2, ENG) (Figure S4D; Supplemental Information S1, worksheet K). 

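Of 8 genes of the matrix, of cell contact with it and of its control, 5 were higher in stroma and 3 did not pass the test. DCN, a proteoglycan that binds collagen, was higher in stroma by 56.2-fold (log2 standard error 0.50, adjusted p = 0.000342), SPARC, a matrix protein that regulates collagen assembly, by 38.9-fold (log2 standard error 0.45, adjusted p = 0.000339), and ITGA5, the integrin chain that binds fibronectin, by 12.7-fold (log2 standard error 0.42, adjusted p = 0.00102), each in all 6 cows. TGFBR2, the type II receptor of TGF beta, was higher by 5.23-fold (log2 standard error 0.45, adjusted p = 0.0113). MMP14, a membrane-bound protease outside the tested probe sets, was 2.78-fold higher (adjusted p = 0.0446 in the fit of all probe sets, lost without cow 1, 2, 3, 4, 5 or 6, adjusted p up to 0.119). ENG, a coreceptor of TGF beta that endothelial cells also carry, was 3.13-fold higher (adjusted p = 0.0542, and 0.0190 to 0.151 over 14 alternatives, the lowest without cow 3), BCAM, a laminin receptor, 1.30-fold (adjusted p = 0.682), and ITGB3, an integrin chain, had a stroma minus epithelium difference of -0.06 (adjusted p = 0.961), which turned positive after centring on the median (0.11), without cow 1 (0.14) or cow 3 (0.37), and as a mean over probe sets (1.31). The last 3 did not pass the threshold in limma.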

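FN1, which encodes the matrix glycoprotein fibronectin, was higher in stroma by 42.2-fold (log2 standard error 0.52, adjusted p = 0.000473), with a log2 value of 9.35 ± 0.26 (SD, n = 6) in stroma and 3.95 ± 1.30 (SD, n = 6) in epithelium. OGN, a small leucine-rich proteoglycan, was higher by 28.8-fold (log2 standard error 0.46, adjusted p = 0.000468). With DCN, SPARC and LUM, they belong to the 11 of 23 tested matrix proteoglycans and glycoproteins that were higher in stroma, with 0 in epithelium (16 and 1 when adjusted over the list alone). The list passed against other genes (camera, adjusted p = 1.24e-13, and adjusted p = 0.0359 with an estimated correlation) and is not independent evidence of direction.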

FN1 (fibronectin) was the primary hub molecule of stromal network 5. A node in this network connected FN1 with SNAI2. Specifically, the node indicated that FN1 expression was induced by SNAI2 (snail homologue 2), a gene that encodes a protein that regulates cell survival, epithelial-mesenchymal transition, proliferation, and migration (Figure S4E; Supplemental Information S1, worksheet L).

### Molecular and cellular functions and canonical pathways enriched with genes expressed at greater levels in epithelial or stromal compartments

Canonical pathways enriched with genes expressed at a greater level in epithelial or stromal compartments were also examined using IPA. The canonical pathway most highly enriched in the epithelium was the Protein Ubiquitination Pathway (34 genes; P = 0.0001). 

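Few genes of protein breakdown passed the test, and those that did were higher in epithelium. PSMA5, a subunit of the proteasome core, was higher in epithelium by 3.40-fold (log2 standard error 0.46, n = 6 cows, adjusted p = 0.0455, lost without cow 1, 2, 3, 4, 5 or 6, adjusted p up to 0.108), and PSMB3, another core subunit, by 2.55-fold (adjusted p = 0.0498, lost without cow 1, 2, 3, 4, 5 or 6, adjusted p up to 0.134). UBE2Z, a ubiquitin-conjugating enzyme, was higher by 2.63-fold (adjusted p = 0.0406, lost without cow 1, 2, 3, 4, 5 or 6, adjusted p up to 0.114). In all, 2 of 38 proteasome subunits and 1 of 27 ubiquitin-activating and -conjugating enzymes were higher in epithelium, 0 and 0 were higher in stroma, and 0 and 0 were higher in epithelium when adjusted over the list alone. The proteasome list had a mean difference of -0.62 (-0.44 relative to the tested median) and passed against other genes (camera, adjusted p = 0.0212). Its call was lost with an estimated correlation (adjusted p = 0.188 with an estimated correlation) and without cow 5 (adjusted p = 0.0817) or with the brightest 5000 probe sets (adjusted p = 0.120), the ubiquitin list did not pass (adjusted p = 0.128, and 0.0244 without a filter), and neither is independent evidence of direction.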

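Few genes of respiratory complexes II to V, of the epidermal growth factor family and of the IGF receptor with its kinases passed the test, and those that did were higher in epithelium. ERBB3, a receptor for neuregulins, was higher in epithelium by 13.4-fold (log2 standard error 0.60, adjusted p = 0.00553), in all 6 cows, and was the sole gene past the threshold of the 2 tested in the epidermal growth factor family. ATP5MC2, a subunit of the ATP synthase, was higher in epithelium by 3.18-fold (adjusted p = 0.0416, lost without cow 1, 2, 3, 4 or 6, adjusted p up to 0.113). It was the sole gene past the threshold among 39 tested subunits of complexes II to V (0 when adjusted over the list alone), whose mean difference was -0.58 (-0.40 relative to the tested median). The IGF receptor and its downstream kinases had 0 of 22 tested genes past the threshold in epithelium and 0 in stroma (limma, also 0 when adjusted over the list alone, with 4 under an unadjusted 0.05). Complexes II to V passed against other genes (camera, adjusted p = 0.0314), and the call was lost with an estimated correlation (adjusted p = 0.101 with an estimated correlation) and without cow 1 (adjusted p = 0.0542) or cow 3 (adjusted p = 0.0592). The IGF kinase list did not pass (adjusted p = 0.0984, 0.0386 without cow 3, and 0.0226 to 0.264 over 16 alternatives), and none of these lists is independent evidence of direction.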

Other epithelial enriched pathways included Oxidative Phosphorylation (28 genes; P = 0.0004), IGF-I Signaling Pathway (15 genes; P = 0.01) and Neuregulin Signaling (12 genes; P = 0.03; Table 4). Hepatic Fibrosis/Hepatic Stellate Cell Activation (28 genes; P<0.0001) was the canonical pathway most highly enriched in stromal fibroblasts (Table 4). 

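Genes that mark activated stellate cells, the collagen-making pericytes of the liver, were higher in stroma where they passed the test, with 1 exception. A2M, a broad protease inhibitor, was higher in stroma by 61.4-fold (log2 standard error 0.32, adjusted p = 5.42e-05), FLT1, a VEGF receptor of endothelial cells, by 47.2-fold (log2 standard error 0.39, adjusted p = 0.000178), and PDGFRA, the PDGF receptor of fibroblasts, by 42.9-fold (log2 standard error 0.59, adjusted p = 0.000795) (n = 6 cows). The epithelial means of FLT1 and PDGFRA (2.19 and 2.54) lie below the array medians, so their folds are not exact. MMP2, a protease that cuts type IV collagen, was higher in stroma by 38.1-fold (adjusted p = 0.000346). FGFR2, a fibroblast growth factor receptor of epithelia, was the 1 gene of the list that was higher in epithelium. Of 31 tested genes, 16 were higher in stroma (17, with 2 in epithelium, when adjusted over the list alone). The list passed against other genes (camera, adjusted p = 3.57e-12, and adjusted p = 0.0359 with an estimated correlation), and since the study chose the pathway on these samples it is not independent evidence of direction. Endothelial markers were higher in stroma as well, in CDH5, which joins endothelial cells, by 32.1-fold (log2 standard error 0.39, adjusted p = 0.000237).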

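Immune and Notch genes passed the test in small numbers, most of them in stroma. DLK1, a Notch-related ligand of immature mesenchymal cells, was higher in stroma by 28.3-fold (log2 standard error 0.62, adjusted p = 0.00194) and was the sole gene past the threshold among 5 tested genes of the Notch pathway (4 when adjusted over the list alone). CXCL12, a chemokine of stromal cells that attracts leukocytes, was higher by 26.7-fold (log2 standard error 0.46, adjusted p = 0.000504), and 3 of 12 chemokines were higher in stroma and 0 in epithelium (4 in stroma when adjusted over the list alone). Among complement genes, C1S, a protease of the classical pathway, was higher in stroma by 10.6-fold (log2 standard error 0.63, adjusted p = 0.0111) and C7, of the membrane attack complex, by 21.4-fold (adjusted p = 0.0187, lost without cow 1, 2 or 4, adjusted p up to 0.0657), whereas CFI, an inhibitor of complement, was higher in epithelium by 5.40-fold (log2 standard error 0.39, adjusted p = 0.00552). In all 4 of 14 complement genes were higher in stroma and 2 in epithelium (8 and 2 when adjusted over the list alone). Of 5 tested MHC class II genes, 0 passed the threshold (limma, with 0 under an unadjusted 0.05). Against other genes, the Notch (adjusted p = 0.00238), chemokine (adjusted p = 7.84e-05) and complement (adjusted p = 0.0249) lists passed in camera, and their calls were lost with an estimated correlation (adjusted p = 0.0676, 0.0752 and 0.102 with an estimated correlation). That of the complement list was also lost with the brightest 5000 probe sets (adjusted p = 0.221) and as a mean over probe sets (adjusted p = 0.0509). MHC class II did not pass (adjusted p = 0.0773, 0.0318 without cow 6, and 0.0229 to 0.324 over 16 alternatives), and the lists, drawn from the study's pathways, are not independent evidence of direction.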

Other pathways enriched in stromal tissue included Dendritic Cell Maturation (16 genes; P = 0.0007), IL6 signaling (10 genes; P = 0.01) and Notch Signaling (6 genes; P = 0.01).

**Table 4:** Canonical pathways enriched with genes expressed higher in epithelial or stromal tissue.

Canonical Pathway	Score*	Ratio†
Epithelial		
Protein ubiquitination pathway	3.7	0.17
Oxidative phosphorylation	3.4	0.16
Clathrin-mediated endocytosis signaling	2.5	0.15
Mitochondrial dysfunction	2.2	0.14
P70S6K signaling	2.1	0.15
PPAR signaling	2.0	0.15
PI3K/AKT signaling	2.0	0.14
Renal Cell carcinoma signaling	1.9	0.18
Angiopoietin signaling	1.9	0.17
Aldosterone signaling in epithelial cells	1.8	0.14
Butonoate metabolism	1.8	0.10
IGF-1 signaling	1.8	0.15
Aryl hydrocarbon receptor signaling	1.7	0.13
LPS-stimulated MAPK signaling	1.6	0.10
Cell cycle: G2/M DNA damage check point regulation	1.5	0.17
14-3-3 mediated signaling	1.5	0.20
Xenobiotic metabolism signaling	1.5	0.15
NRF2-mediated oxidative stress response	1.5	0.10
Citrate cycle	1.5	0.12
PDGF signaling	1.5	0.11
Neuregulin signaling	1.5	0.12
Stromal		
Hepatic fibrosis/hepatic stellate activation	11	0.20
Dendritic cell maturation	3.0	0.08
Complement system	2.6	0.18
Leukocyte extravasation signaling	2.5	0.09
Virus entry via endocytic pathways	2.5	0.10
ILK signaling	2.5	0.12
Caveolar-mediated endocytosis signaling	2.3	0.13
Crosstalk between dendritic cells and natural killer cells	2.2	0.18
TREM1 signaling	2.0	0.10
Acute phase signaling	1.8	0.08
IL-6 signaling	1.8	0.11
NOTCH signaling	1.8	0.12
LXR/RXR Activation	1.7	0.10
Macropinocytosis signaling	1.4	0.10
Clathrin mediated endocytosis	1.4	0.08
Graft versus host disease signaling	1.3	0.10
IL-8 signaling	1.3	0.08
Actin cytoskeleton signaling	1.3	0.06

*score = −log(P-value); ^†^ratio = number of genes enriching set/total number of genes in set.

To investigate whether there was transcriptome evidence for stromal and epithelial interactions within these classical signaling pathways, gene sets that were expressed at a greater level in either of the two tissues at P<0.05 were analyzed using IPA. Three canonical pathways showed evidence of interactions between the cell types: Hepatic Fibrosis/Hepatic Stellate Cell Activation Pathway, the IGF-1 Signaling Pathway and the VEGF Signaling Pathway (Supplemental Information S1, worksheets M, N, and O, respectively). 

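IGF binding proteins and receptors of blood vessel growth that passed the test were higher in stroma. IGFBP4, which holds IGF in the tissue, was higher in stroma by 21.5-fold (log2 standard error 0.36, adjusted p = 0.000274), IGFBP3, its main carrier, by 15.4-fold (log2 standard error 0.41, adjusted p = 0.000688), and IGFBP6, which prefers IGF-II, by 9.20-fold (adjusted p = 0.00126) (n = 6 cows). Of 6 tested IGF ligands and binding proteins, 5 were higher in stroma and 0 in epithelium (6 in stroma when adjusted over the list alone). NRP1, a coreceptor for VEGF, was higher in stroma by 44.1-fold (log2 standard error 0.38, adjusted p = 0.000174), CALCRL, a receptor of vascular peptides, by 16.1-fold (log2 standard error 0.45, adjusted p = 0.000951), and ANGPTL2, an angiopoietin-like protein, by 13.0-fold (adjusted p = 0.00114). Of 12 tested angiogenic factors and receptors, 6 were higher in stroma and 0 in epithelium (7 in stroma when adjusted over the list alone), and endothelial markers moved with them. Both lists passed against other genes (camera, adjusted p = 2.11e-08 and 5.20e-05, and adjusted p = 0.0359 for each with an estimated correlation). The call of the angiogenic list was lost with the brightest 5000 probe sets (adjusted p = 0.199) and with probe sets bright on at least 8 arrays (adjusted p = 0.531). As pathways the study found enriched on these samples, both lists are not independent evidence of direction.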

Potential paracrine interactions were also investigated by sorting molecules in IPA within the molecule tab by function and obtaining lists of genes that encode proteins expressed in the plasma membrane or secreted from the cell. These genes were exported into the Pathway Designer tool and the majority were used to generate Figure 4, which illustrates epithelial and stromal fibroblast contributions to the mammary transcriptome during this stage of development (Supplemental Information S1, worksheet P lists all gene symbols, names, fold change, P-value and FDR). 

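Transporters at the cell surface differed in both directions. SLC5A1, a sodium-coupled glucose transporter, was higher in epithelium by 17.3-fold (log2 standard error 0.43, adjusted p = 0.000724), SLC28A3, a nucleoside transporter, by 10.7-fold (log2 standard error 0.63, adjusted p = 0.0109), and SLC22A5, a carnitine transporter, by 9.82-fold (adjusted p = 0.00366). SLC2A3, a glucose transporter of high affinity, was higher in stroma by 23.9-fold (log2 standard error 0.54, adjusted p = 0.00117) (n = 6 cows). Of 75 tested solute carriers, 10 were higher in epithelium and 2 in stroma (13 and 3 when adjusted over the list alone), and the family did not pass against other genes (camera, adjusted p = 0.183). APOD, a lipid carrier of nerve sheath and fibroblasts, was higher in stroma by 96.6-fold (log2 standard error 0.52, adjusted p = 0.000246), and with NRP1 made up the 2 genes higher in stroma among 6 tested of neural signaling (also 2 when adjusted over the list alone). That list passed (camera, adjusted p = 0.0195), and its call was lost with an estimated correlation (adjusted p = 0.102 with an estimated correlation), and its direction turned with probe sets bright on at least 8 arrays (adjusted p = 0.863). The study drew both lists from these samples, so they are not independent evidence of direction.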

Growth factors and receptors (G-protein coupled and transmembrane) differentially expressed between the compartments were also examined to gain insight into tissue interactions and responsiveness (P<0.05; Table 5 and Supplemental Information S1, worksheet Q, respectively). Eight growth factors/cytokines and twenty-two receptors were expressed at a greater level in the epithelial compartment (Supplemental Information S1, worksheet Q). 

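Of the epithelial growth factors and cytokines of Table 5, 10 have a probe set with 1 gene symbol and 4 of them passed the threshold. Those other than BTC had a higher mean in epithelium. The threshold was an adjusted p under 0.05, where Table 5 was drawn up at an unadjusted 0.05. In unadjusted limma tests, PLA2G12A, IL18 and TGFB2 were also under 0.05, and VEGFA, FGF2 and BTC were not. SPP1, the milk phosphoprotein osteopontin, was higher in epithelium by 7.19-fold (log2 standard error 0.50, n = 6 cows, adjusted p = 0.00864, and 0.0774 without the cow block), and CHI3L1, a secreted lectin, by 5.80-fold (adjusted p = 0.00936, and 0.0869 without the cow block). BDH2, an enzyme of ketone metabolism, was higher by 5.00-fold (adjusted p = 0.0188, lost without cow 1 or 4, adjusted p up to 0.0603), and SULF2, which trims heparan sulfate, by 3.54-fold (adjusted p = 0.0497, lost without cow 1, 2, 3, 4 or 5, adjusted p up to 0.119, and 0.152 without the cow block). PLA2G12A was 3.21-fold higher in epithelium (adjusted p = 0.0995), VEGFA, a growth factor of blood vessels, 1.77-fold (adjusted p = 0.473) and FGF2, a fibroblast growth factor, 1.31-fold (adjusted p = 0.706), with a difference that turned positive without cow 3 (0.11). IL18, an inflammatory cytokine outside the tested probe sets, was 2.56-fold higher in epithelium (adjusted p = 0.0989). BTC, a ligand of the EGF receptor, also lay outside, with means of 2.15 in epithelium and 1.67 in stroma, below the array medians, so no direction is read from them.

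**Figure D3:**
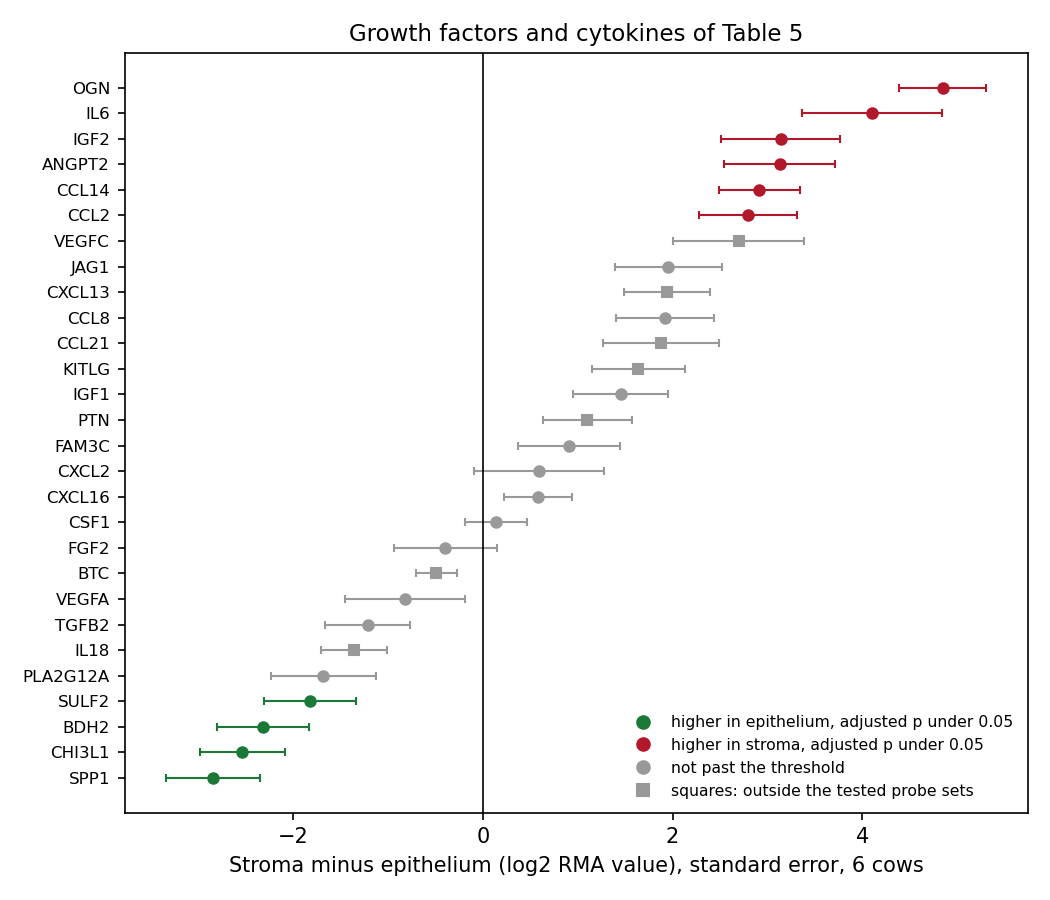
Stroma minus epithelium difference (log2 RMA value) of each growth factor and cytokine of Table 5 with a probe set of 1 gene symbol. Bars are standard errors over 6 cows, colored points passed an adjusted p under 0.05, and squares lay outside the tested probe sets. The epithelial factors of the table lie left of 0 and the stromal factors right of it, and BTC was below the array medians in both tissues.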

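PRLR, the prolactin receptor, was the gene highest in epithelium among those with 1 gene symbol, by 27.0-fold (log2 standard error 0.53, adjusted p = 0.000975), in all 6 cows. Its log2 value was 8.02 ± 0.44 (SD, n = 6) in epithelium and 3.27 ± 1.19 (SD, n = 6) in stroma. CLDN4 and CLDN3, claudins of tight junctions, were higher in epithelium by 6.60-fold (log2 standard error 0.44, adjusted p = 0.00598) and 4.03-fold (log2 standard error 0.38, adjusted p = 0.0117). FGFR2, a receptor of mammary branching, was higher by 7.76-fold (adjusted p = 0.0269, lost without cow 2, 3, 5 or 6, adjusted p up to 0.0820). GHR, the growth hormone receptor, lay outside the tested probe sets and was 2.83-fold higher in epithelium (adjusted p = 0.0987, and 0.0290 to 0.940 over 12 alternatives, the highest as a mean over its probe sets, where the difference was -0.04).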

Receptors expressed at a greater level in the epithelium included the prolactin receptor (PRLR), growth hormone receptor (GHR), FGFR2 and 2 claudin receptors (CLDN3, CLDN4). 

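Among chemokines and growth factors, CCL14, a chemokine of plasma and tissue, was higher in stroma by 7.52-fold (log2 standard error 0.43, adjusted p = 0.00380), CCL2, which attracts monocytes, by 6.93-fold (log2 standard error 0.51, adjusted p = 0.0108), and ANGPT2, a vessel-destabilizing factor of endothelium, by 8.73-fold (log2 standard error 0.59, adjusted p = 0.0115) (n = 6 cows). CCL8, a relative of CCL2, was 3.77-fold higher in stroma (adjusted p = 0.0514, 0.0484 without cow 4, and 0.0327 to 0.132 over 14 alternatives) and JAG1, a Notch ligand, 3.88-fold (adjusted p = 0.0665, 0.0487 without cow 1, and 0.0191 to 0.166 over 15 alternatives). CSF1, a macrophage growth factor, was 1.10-fold higher in stroma (adjusted p = 0.836), CXCL16 1.50-fold (adjusted p = 0.365), CXCL2 1.51-fold (adjusted p = 0.651) and FAM3C 1.88-fold (adjusted p = 0.346). Other tested probe sets, chosen after their values were seen, were higher in stroma in all 6 cows, for CSF1 by 3.70-fold (adjusted p = 0.0360, lost without cow 1, 2, 3, 4 or 5, adjusted p up to 0.110) and for CXCL16 by 2.83-fold (adjusted p = 0.0275, lost without cow 1, 2, 4, 5 or 6, adjusted p up to 0.0753). Outside the tested probe sets, VEGFC, a growth factor of lymph vessels, was 6.47-fold higher (adjusted p = 0.102, and 0.0338 to 0.222 over 12 alternatives), CXCL13 3.85-fold (adjusted p = 0.0758, and 0.0295 to 0.167 over 12 alternatives), CCL21 3.68-fold (adjusted p = 0.181), KITLG 3.11-fold (adjusted p = 0.151, and 0.0393 to 0.308 over 12 alternatives) and PTN 2.14-fold (adjusted p = 0.296). With IL6, OGN, IGF1 and IGF2, these are the 18 stromal factors of the table with a probe set of 1 symbol. All 18 had a higher mean in stroma, 6 of them past the threshold in limma. The threshold was an adjusted p under 0.05, where the table was drawn up at an unadjusted 0.05. In unadjusted limma tests, CCL8, JAG1, IGF1, VEGFC, CXCL13, CCL21 and KITLG were also under 0.05, and CSF1, CXCL16, CXCL2, FAM3C and PTN were not.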

Fifty-two receptors (Supplemental Information S1, worksheet Q) and twenty-one growth factors/cytokines (Table 5) were expressed at a greater level in the intralobular stromal compartment. Receptors expressed at a greater level in the stromal compartment included three secreted frizzled-related proteins, SFRP1, SFRP2, and SRRP4, which are known to mediate Wnt signaling. Expression of these three proteins was 42, 133, and 7-fold greater, respectively, in stroma than epithelium.

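SFRP2, a secreted protein that binds Wnt ligands, was higher in stroma by 135-fold (log2 standard error 0.38, adjusted p = 5.42e-05), in all 6 cows, and its relative SFRP1 by 42.9-fold (log2 standard error 0.61, adjusted p = 0.000952). Both had epithelial means below the array medians (1.92 and 2.89), so these folds are not exact. SFRP4 lay outside the tested probe sets and was 7.12-fold higher in stroma (adjusted p = 0.115). SFRP1 and SFRP2 were the 2 genes higher in stroma among 5 tested Wnt ligands, receptors and antagonists, with 0 in epithelium (3 in stroma when adjusted over the list alone). The list, which is not independent evidence of direction, passed against other genes (camera, adjusted p = 0.000669, and adjusted p = 0.0481 with an estimated correlation), and its call was lost with probe sets bright on at least 8 arrays (adjusted p = 0.242).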

**Figure 4:**
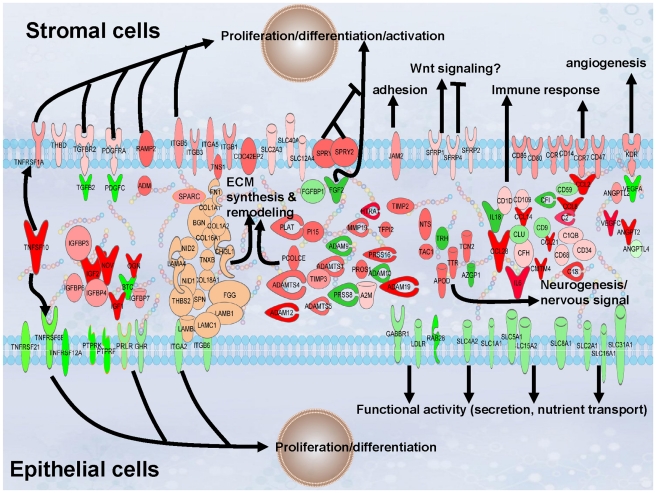
Epithelial (shades of green) and stromal (shades of red) contributions to extracellular and plasma membrane signatures of the mammary transcriptome in three week prepartum dry cows. Gene names, fold differences in expression, P-Value, and FDR are given in Supplemental Information S1, worksheet M.

**Table 5:** Growth factors expressed at a greater level in epithelial or intralobular stromal cells.

Symbol	Name	Fold change*	P-value	FDR
Epithelial				
IL18	interleukin 18 (interferon-gamma-inducing factor)	−2.586	2.60E-02	0.105
SPP1	secreted phosphoprotein 1	−7.247	7.89E-03	0.048
BDH2	3-hydroxybutyrate dehydrogenase, type 2	−5.039	2.22E-04	0.004
CHI3L1	chitinase 3-like 1 (cartilage glycoprotein-39)	−5.845	8.03E-03	0.049
PLA2G12A	phospholipase A2, group XIIA	−3.235	2.77E-02	0.109
SULF2	sulfatase 2	−3.567	5.00E-02	0.162
BTC	betacellulin	−1.415	6.36E-03	0.042
FGF2	fibroblast growth factor 2 (basic)	−2.172	4.15E-02	0.143
PDGFC	platelet derived growth factor C	−3.792	1.90E-03	0.018
TGFB2	transforming growth factor, beta 2	−2.339	1.70E-02	0.08
VEGFA	vascular endothelial growth factor A	−3.442	1.25E-03	0.013
Stromal				
CCL14	chemokine (C-C motif) ligand 14	7.457	1.95E-05	0.001
CCL2	chemokine (C-C motif) ligand 2	10.067	4.55E-07	0
CCL21	chemokine (C-C motif) ligand 21	3.652	1.86E-03	0.018
CCL8	chemokine (C-C motif) ligand 8	3.742	2.91E-03	0.024
CMTM4	CKLF-like MARVEL transmembrane domain containing 4	3.605	1.90E-02	0.086
CSF1	colony stimulating factor 1 (macrophage)	3.67	6.13E-03	0.041
CXCL13	chemokine (C-X-C motif) ligand 13	3.817	1.26E-04	0.002
CXCL16	chemokine (C-X-C motif) ligand 16	2.804	1.07E-03	0.012
CXCL2	chemokine (C-X-C motif) ligand 2	7.308	4.19E-04	0.006
FAM3C	family with sequence similarity 3, member C	2.55	2.12E-02	0.092
IL6	interleukin 6 (interferon, beta 2)	17.019	6.39E-05	0.001
TNFSF10	tumor necrosis factor (ligand) superfamily, member 10	2.329	1.63E-02	0.078
ANGPT2	angiopoietin 2	8.661	2.60E-05	0.001
IGF1	insulin-like growth factor 1 (somatomedin C)	13.635	2.22E-06	0
IGF2	insulin-like growth factor 2 (somatomedin A)	8.739	6.37E-05	0.001
JAG1	jagged 1 (Alagille syndrome)	3.844	8.17E-04	0.01
KITLG	KIT ligand	3.086	1.56E-04	0.003
NOV	nephroblastoma overexpressed gene	2.27	9.22E-03	0.054
OGN	osteoglycin	28.521	0.00E+00	0
PTN	pleiotrophin	2.125	1.79E-02	0.082
VEGFC	vascular endothelial growth factor C	6.419	3.78E-04	0.005

*Fold change is expressed as the difference between stromal-epithelial, thus the level of PDGFC expression is 3.79-fold greater in epithelial cells relative to intralobular stromal fibroblasts.

### Validation of results with q-PCR and IHC

qPCR was used to measure and validate differential expression of FN1, NID1, IGF1, CDH1, PRLR, and CSN2 between epithelial and stromal tissue. Relative expression of FN1, NID1 and IGF1 was more than 150-fold higher in stroma than epithelial tissue. Thus confirming the much higher stromal expression measured with microarray analysis (41.874, 63.481, and 13.635 log base 2, respectively). Similarly the higher expression of CDH1, PRLR and CSN2 in epithelial tissue measured with microarray analysis was validated using q-PCR, again showing greater than 150-fold expression difference between the tissues.

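On the arrays, NID1, which joins laminin to other parts of the basement membrane, was higher in stroma by 6.00 on the log2 scale (standard error 0.38, adjusted p = 0.000139), with a log2 value of 7.87 ± 0.70 (SD, n = 6) in stroma and 1.87 ± 0.74 (SD, n = 6) in epithelium. The epithelial value lies below the array medians, so the size of the difference depends on the background. IGF1, a growth factor of epithelial proliferation, was 2.74-fold higher in stroma in its brightest probe set (log2 standard error 0.50, adjusted p = 0.114, and 0.0122 to 0.211 over 14 alternatives, the lowest as a mean over its probe sets), which did not pass, and higher by 13.8-fold in another tested probe set (adjusted p = 0.00442), chosen after its values were seen. IGF2, its fetal relative, was higher by 8.81-fold (log2 standard error 0.63, n = 6 cows, adjusted p = 0.0154, lost without cow 4, adjusted p = 0.0521). The values of IGF1 and IGF2 are linear folds of intensity, not log2 values.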

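CDH1, the cadherin of epithelial junctions, was higher in epithelium on the arrays by 18.0-fold (log2 standard error 0.42, adjusted p = 0.000612), in all 6 cows. CSN2, beta-casein, was 3.02-fold higher in epithelium in its brightest probe set (log2 standard error 0.55, n = 6 cows, adjusted p = 0.112), which did not pass, with log2 values of 11.98 ± 1.64 (SD, n = 6) in epithelium and 10.38 ± 3.05 (SD, n = 6) in stroma. Another tested probe set of CSN2, chosen after its values were seen, was higher in epithelium by 4.10-fold (adjusted p = 0.0223, lost without cow 1, 4 or 6, adjusted p up to 0.0776), and the mean over its probe sets passed as well (adjusted p = 0.0489).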

Distribution of expression of MMP3 and fibronectin proteins that remodel and make up the extracellular matrix, respectively, was investigated using immunohistochemistry (Figure 5). The epithelial compartment exhibited a greater intensity of staining for MMP3 expression than the stromal compartment. MMP3 staining associated with the epithelium was cellular. Stromal MMP3 staining was diffuse and apparently primarily extracellular (Figure 5A). Fibronectin staining was primarily limited to the stromal compartment and showed organization in fibrous sheets (Figure 5B).

**Figure 5:**
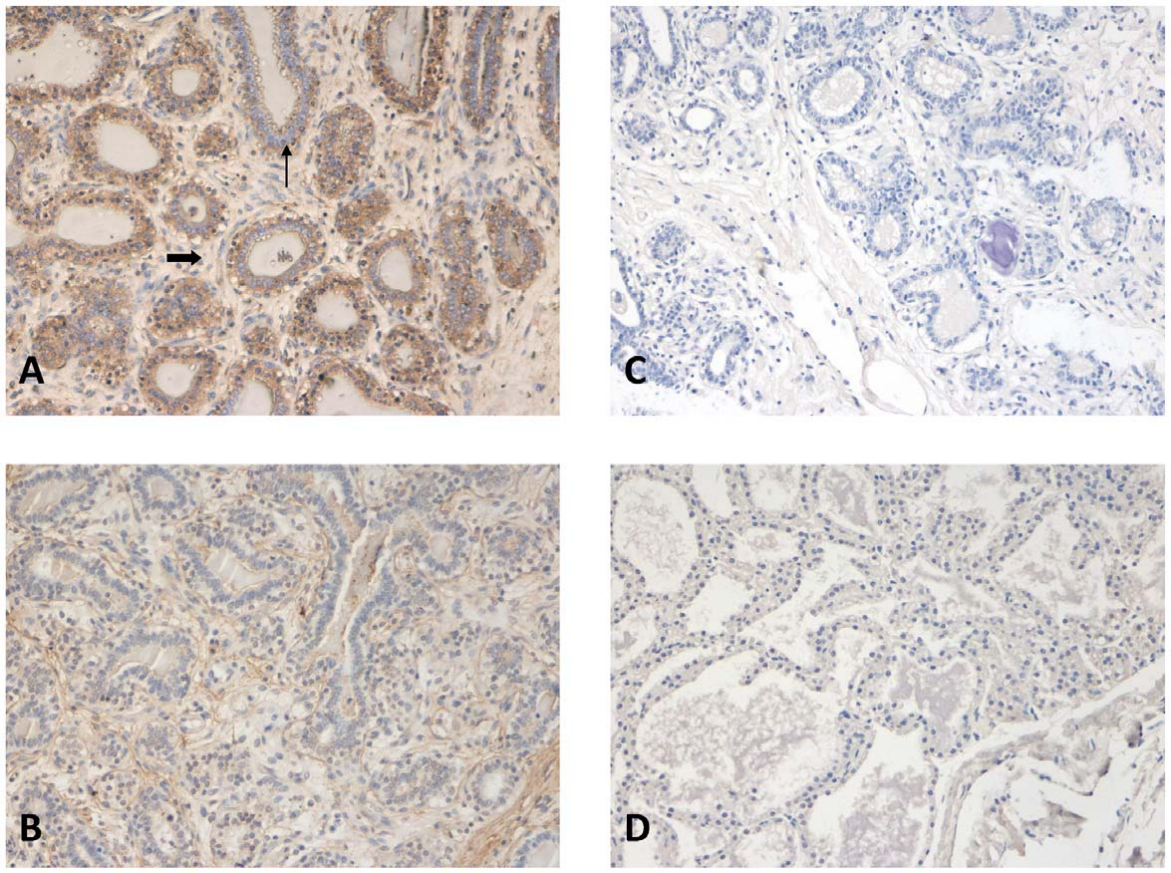
Immunohistochiemical staining shows distribution of fibronectin and MMP3 protein in bovine mammary tissue three weeks prepartum. Images of mammary explant tissue cultured for 2 hrs with insulin and hydrocortisone and captured using light microscopy at 200X following immunohistochemical staining with A) primary mouse polyclonal anti-MMP-3;B) primary mouse monoclonal anti-fibronectin antibody at RT or incubation with diluent alone for C) MMP 3 negative control, and D) fibronectin negative control, followed by incubation with a broad-spectrum secondary antibody conjugated with streptavidin-peroxidase that was visualized with incubation with 3′, 3′-diaminobenzidine chromogen substrate. All slides were counterstained with hematoxylin and cover-slipped before capture.

## Discussion

Our results demonstrate, for the first time, the unique characteristics of the transcriptomes of epithelial cells and intralobular stromal fibroblasts in mammary tissue of dry cows at three weeks prepartum. Differential gene expression between the compartments was characterized by an enrichment of genes that primarily had intracellular functions in the epithelial compartment and extracellular functions in the stromal compartment. Further, expression analysis enabled the dissecting of the tissue specific contributions for preparing the mammary gland for milk synthesis.

The epithelial transcriptome was enriched with genes that clustered in ontologies and pathways characteristic of cellular turnover and development of protein and lipid synthetic machinery. Specifically, the enrichment of genes in molecular and cellular functions: cellular growth and proliferation, cell death and cell cycle indicate that at this point in mammary development the epithelial compartment is replacing old senescent cells with new cells, and cells are preparing to synthesize proteins and lipids that are necessary for lactation. 

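Milk protein genes that passed the test were higher in epithelium, although their levels differed widely between cows. LTF, the iron-binding milk protein lactoferrin, was higher in epithelium by 11.2-fold (log2 standard error 0.39, adjusted p = 0.000975), with n = 6 cows. GLYCAM1, a mucin of milk, was higher by 4.78-fold (adjusted p = 0.0368, lost without cow 1, 2, 3, 4 or 5, adjusted p up to 0.110, and 0.434 without the cow block), and BTN1A1, a protein of the milk fat globule membrane, by 3.98-fold (adjusted p = 0.0429, lost without cow 1, 2, 3 or 5, adjusted p up to 0.124, and 0.376 without the cow block). The log2 value of GLYCAM1 was 7.35 ± 3.47 (SD, n = 6) in epithelium. These were the 3 genes higher in epithelium among 12 tested milk proteins, with 0 in stroma (7 in epithelium when adjusted over the list alone), and the mean difference was -1.45 (-1.26 relative to the tested median). The list passed against other genes (camera, adjusted p = 0.000443, and adjusted p = 0.0420 with an estimated correlation) but not without the cow block (adjusted p = 0.104) or with a random block (adjusted p = 0.0901), and the genes were chosen with the paper's account of these samples in view, so it is not independent evidence of direction. The paper reasons that the epithelium was replacing old cells and preparing to make proteins and lipids. For this it cites functions of cell growth and proliferation, cell death and cell cycle. It also draws on ontologies and pathways of the machinery that makes proteins and lipids. Functions of cellular assembly, RNA and protein trafficking and energy metabolism are further read there as infrastructure for lactation.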

Enrichment of genes in cellular assembly and organization, RNA trafficking, protein trafficking and energy metabolism molecular and cellular functions is indicative of the development of cellular infrastructure necessary to support the increased rates of protein synthesis and secretory activity needed for lactation [33], [34], [35]. Canonical pathways enriched with genes expressed at a greater level in epithelium reflected its metabolic and synthetic roles (oxidative phosphorylation, citrate cycle, protein ubiquitination pathway) and its role in initiating angiogenesis (angiopoetin signaling) and neurogenesis (neuregulin signaling).

IPA network analysis enabled the visualization of cellular distribution and queries into interactions among molecules encoded by genes that enriched epithelial or stromal transcriptomes. The top five IPA epithelial networks were composed of genes that encoded for molecules with intracellular functions. Functions of these molecules included regulators of transcription, translation and intracellular trafficking, reflective of the role of epithelial cells in the mammary and the building of cellular machinery necessary for milk synthesis [33], [34], [35].

Genes in stromal transcriptome enriched cellular ontologies specific for ECM and secreted molecules. Enriched cellular and molecular functions indicated that genes expressed at a greater level in the intralobular stroma encoded proteins that regulate cell-cell signaling, cellular movement, and cellular development. Stromal molecular signatures also reflected that cell turnover, proliferation and death occurred in mammary stroma of three week prepartum dry cows. Specifically, molecular and cellular functions: cellular growth and proliferation, cell death and cell cycle were enriched with genes expressed at a greater level in stromal fibroblasts.

Translation of proliferation signatures in both tissues was evident in the presence of approximately 0.34% and 0.37% BrdU labeled epithelial and stromal cells, respectively. Relative rate of stromal cell proliferation was similar to rates reported for stromal fibroblasts in dry cows three weeks prepartum [4]. However the relative rate of epithelial cell proliferation was 10- to 20-fold less than rates previously reported. Norgaard et al. reported that 6% and 12% of bovine mammary epithelial cells expressed the proliferation marker Ki67 at 4 weeks and 2 weeks prepartum [36]. Using a protocol similar to ours, Capuco et al. reported an epithelial labeling index of 2.8% in 3 week prepartum dry cows [4]. Further, in the Norgaard study, tissue was immediately fixed after biopsy, while for both Capuco's study and our study tissue was incubated for 2 hrs in culture with a uridine label to attain labeling index prior to fixation. Thus differences in relative rates of epithelial cell proliferation, may be due to differences in approaches used to attain indexes and/or stages sampled. The lower rate in our study and Capuco's study relative to the Norgaard study also suggest that, although tissue integrity was maintained in short term culture (see Figure 5), epithelial cells in tissue culture have a lower rate of proliferation. In this regard, it is important that we also acknowledge that the transcriptional repertoire may be affected by the 2 hrs of explant culture. Our intent was to maintain state of differentiation by incubating tissue with Ins and Hyd [37]. However transition into an *in vitro* environment also removes the progesterone block, which may lead to secretory activation (for review [37]), and thus may have induced elements of the epithelial signature indicative of lipid synthesis and secretion.

The top five stromal networks had a large proportion of genes that encoded extracellular molecules including laminins, known to regulate milk protein synthesis [17], [38], multiple proteases including MMP and ADAM metallopeptidases, which release signaling factors from the ECM, and several growth factors including IL6, IGF1, and NOV. Cytosolic proteins encoded by genes within the stromal network were primarily related to clathrin-mediated endocytosis. Endocytosis is required for a vast number of functions that are essential for the well being of the cell, including regulation of nutrient uptake, cell adhesion and migration, and receptor signaling. Thus enrichment of these genes likely reflected the very active state of stromal tissue during this period of mammary development.

Mammary stroma is a heterogeneous environment consisting of multiple cell types including fibroblasts, immune, endothelial and nerve cells. Several of the canonical pathways enriched with genes expressed at a greater level in the intralobular stromal compartment reflected this heterogeneous environment. These pathways included Dendritic Cell Maturation, Leukocyte Extravasation Signaling, Complement System, VEGF Signaling and Acute Phase Response Signaling. Enrichment of these pathways suggests that stromal compartment regulates these processes. It is unclear whether these signatures were derived from enriched fibroblasts or other stromal cell types that may have been captured during LCM, as genes that enrich these pathways may be transcribed by stromal fibroblasts and act on corresponding tissues in a paracrine manner or may be indicative of the presence of nervous tissue, endothelial cells and/or immune cells in the stromal isolates.

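Most tested markers of vessels and the 2 tested markers of B and plasma cells were higher in the stromal captures, while the nerve markers that passed were higher in epithelium. PECAM1 and EMCN, surface proteins of endothelium, were higher in stroma by 15.4-fold (log2 standard error 0.62, adjusted p = 0.00509) and 13.9-fold (log2 standard error 0.55, adjusted p = 0.00361), and 6 of 8 tested endothelial markers were higher in stroma (8 when adjusted over the list alone). JCHAIN, which joins secreted antibodies, was higher in stroma by 77.6-fold (log2 standard error 0.56, adjusted p = 0.000352), and POU2AF1, a transcription coactivator of B cells, by 25.4-fold (log2 standard error 0.52, adjusted p = 0.000904); both are the tested markers of B and plasma cells. FABP4, a fatty acid carrier of fat cells and capillaries and the tested adipocyte marker, was higher in stroma by 16.2-fold (log2 standard error 0.52, adjusted p = 0.00204), and MSR1, a scavenger receptor of macrophages, by 9.16-fold (adjusted p = 0.0483, lost without cow 1, 2, 3, 4 or 5, adjusted p up to 0.132, and 0.134 as a mean over probe sets), as the sole one of 9 macrophage markers past the threshold (2 when adjusted over the list alone). MBP, a myelin protein that other cells also express, was higher in epithelium by 3.32-fold (adjusted p = 0.0146, lost without cow 1, adjusted p = 0.0558, and 0.230 as a mean over probe sets), and S100B, a calcium-binding protein of glia, by 2.62-fold (adjusted p = 0.0495, lost without cow 1, 2, 3, 4, 5 or 6, adjusted p up to 0.123), 2 of 4 nerve markers. Endothelial markers passed against other genes (camera, adjusted p = 3.17e-10, and adjusted p = 0.0280 with an estimated correlation). Macrophage markers passed (adjusted p = 0.00107), and their call was lost with an estimated correlation (adjusted p = 0.0719 with an estimated correlation).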

Enrichment of genes expressed at a greater level in intralobular stroma in the Hepatic Fibrosis/Hepatic Stellate Cell Activation canonical pathway, stromal network 3 (collagens, TGFBR2, SPARC, ENG), ECM gene ontology and VEGF signaling pathway suggest that stromal activation is being induced during this period of mammary gland development. Stromal activation is associated with remodeling during wound healing and pathologically with cancer and fibrosis [39] and is likely a critical component of normal mammary remodeling during the prepartum period. Stromal activation is characterized by fibroblast activation to the myofibroblast phenotype, stimulation of collagen type I deposition and induction of angiogenesis [40]. Myofibroblasts express smooth muscle α-actin, produce proteases such as uPA and stromelysin-3 as well as ECM molecules including collagen I, II and III, fibronectin, and tenascin [41], [42]. It is possible that stromal activation is initiated by transforming growth factor beta 2 (TGFB2) and vascular endothelial growth factor (VEGF) secreted by epithelial cells. 

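Of the products named for myofibroblasts, collagen genes and fibronectin were higher in stroma, and ACTA2, PLAU and TNC did not pass the test. Stromelysin-3 (MMP11) has no probe set with 1 gene symbol and was not analysed here. ACTA2, smooth muscle alpha-actin, was 2.99-fold higher in stroma (log2 standard error 0.73, n = 6 cows, adjusted p = 0.237), higher in 5 of 6 cows. PLAU, the urokinase plasminogen activator, was 2.17-fold higher (adjusted p = 0.394), and TNC, tenascin C, 3.32-fold (adjusted p = 0.381), higher in 3 of 6 cows. TAGLN, an actin-binding protein of contractile cells, was higher in stroma by 3.53-fold (adjusted p = 0.0469, lost without cow 1, 2, 3, 4, 5 or 6, adjusted p up to 0.123). With PDGFRB, it made up the 2 genes higher in stroma among 8 tested markers of smooth muscle and pericytes (4 when adjusted over the list alone). That list passed against other genes (camera, adjusted p = 0.000853), and its call was lost with an estimated correlation (adjusted p = 0.111 with an estimated correlation). From the stellate cell pathway, stromal network 3 with its collagens, TGFBR2, SPARC and ENG, the ontology of the matrix and VEGF signaling, the paper proposes that stromal activation was being induced at this stage.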

TGFB activates mammary fibroblasts into myofibroblasts *in vitro* [43] and *in vivo* [44]. We have also shown that TGFB1 increases the number of myofibroblasts in mammary fibroblasts from dry cows, which supports this signature (unpublished data).

There was also transcriptome evidence for paracrine interactions between the tissues with the enrichment of the IGF1 canonical pathway and expression of IGF binding proteins. The paracrine effects of stromally derived IGF1 on epithelial cell proliferation in the bovine mammary gland is well established [45], [46], [47]. Our stromal and epithelial transcriptomes were consistent with these studies and the molecular signatures suggest that the IGF1 signaling pathway leading to proliferation of epithelial cells is stimulated via IGF1 that was transcribed in the stromal compartment.

Examination of genes that encode proteins with plasma membrane and extracellular distributions gave insight into the interaction between the tissues and pathways that may be active during this period of mammogenesis (Figure 4). Epithelial and stromal contributions to angiogenesis, neurogenesis, immune response and tissue remodeling were unique and were reflected in differential expression of several VEGF molecules, cytokines, and protease molecules. The neurogenesis signatures suggest that both stromal and epithelial tissue participate in increasing nervous innervation of the mammary gland prior to lactation. Increased innerveration of the mammary gland during pregnancy likely reflects preparation for the neuroendocrine response to suckling/milking that is important to milk let down and maintaining lactation. Greater expression of GHR and PRLR transcripts in the epithelial compartment suggests the mammary gland was able to respond to the systemic effects of respective hormones during this period of development, although this would need to be confirmed with protein expression. Differences in expression of growth factors and receptors suggested that local signals for cellular proliferation and differentiation were mediated by paracrine interactions between the compartments at this time. For example higher expression of the growth factors that stimulate fibroblast proliferation/activation (TGFB2 and PDGF) in the epithelial compartment was mirrored by higher expression of their receptors (TGFBR2 and PDGFR) in the stromal compartment.

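TGFB2, a TGF beta ligand, was 2.32-fold higher in epithelium (log2 standard error 0.45, adjusted p = 0.139), in all 6 cows, and did not pass the test. PDGFRB, the PDGF receptor of pericytes and fibroblasts, was higher in stroma by 3.38-fold (log2 standard error 0.42, n = 6 cows, adjusted p = 0.0350, lost without cow 1, 2, 3, 4 or 6, adjusted p up to 0.109). PDGFC, a PDGF ligand, was not analysed here, since it was found in no probe set with 1 gene symbol.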

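Proteases and inhibitors of the matrix passed the test in stroma, with 1 exception, or did not pass it. ADAMTS4, which cuts matrix proteoglycans, was higher in stroma by 41.9-fold (log2 standard error 0.51, adjusted p = 0.000447), and SERPINF1, a secreted serpin that limits vessel growth, by 42.8-fold (log2 standard error 0.41, adjusted p = 0.000228). PRSS8, a membrane-anchored protease of epithelia, was higher in epithelium by 6.27-fold (log2 standard error 0.37, adjusted p = 0.00293) (n = 6 cows). MMP3, a matrix protease, lay outside the tested probe sets, with a log2 value of 2.35 ± 0.17 (SD, n = 6) in epithelium and 2.49 ± 0.19 (SD, n = 6) in stroma (adjusted p = 0.754). Of 24 tested genes, 13 were higher in stroma and 1 in epithelium (14 and 2 when adjusted over the list alone). The list passed against other genes (camera, adjusted p = 2.18e-09, and adjusted p = 0.0359 with an estimated correlation) and is not independent evidence of direction.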

Interestingly although both epithelial and stromal transcriptomes showed differential contributions to the expression of proteases that remodel the ECM, only the stromal compartment showed evidence of expression of ECM molecules. These signatures were validated using immunohistochemistry. Staining showed the differential distribution of proteins that make up the extracellular matrix, fibronectin, and remodel the ECM, MMP3, as well as TGFB1 and its type II receptor (TGFBR2) (Figure 5 and [6]).

Both compartments showed unique expression of integrin receptors that serve as cell-ECM receptors and are responsible for initiating signals important to cell proliferation and differentiation. These findings suggest that stromal fibroblasts play an important role in regulating mammary function and differentiation through the generation of developmentally specific ECM molecules. 

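Integrin chains differed in both directions. ITGAE, a chain of the receptor that lymphocytes use to bind epithelial cadherin, was higher in epithelium by 8.82-fold (log2 standard error 0.58, adjusted p = 0.0109), and ITGB6, an integrin chain of epithelia, by 4.54-fold (log2 standard error 0.50, n = 6 cows, adjusted p = 0.0284, lost without cow 1, 2, 3, 4 or 5, adjusted p up to 0.0864). ITGA5 was the 1 integrin gene of 14 tested that was higher in stroma, against 2 in epithelium (also 1 and 2 when adjusted over the list alone). The list, which also holds a protein that binds an integrin and is not independent evidence of direction, did not pass against other genes (camera, adjusted p = 0.538).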

The greater expression of SFRP (secreted fizzled-related proteins) in the stromal cell compartment also suggested a role for Wnts and related molecules in mediating mammogenesis during this stage of development. SFRPs have been shown to block Canonical Wnt Signaling pathways and alternatively to behave in a paracrine manner to stimulate epithelial branching [48].

### Conclusion

Mammary epithelial and intralobular stromal cells contribute distinct molecular signatures to the mammary transcriptome in dry cows at 3 weeks prepartum. The epithelial signature was characterized by enrichment of molecules that regulate protein synthesis, metabolism and secretion. In contrast the stromal signature was primarily characterized as being enriched with genes that encode extracellular molecules important to signaling, ECM synthesis and ECM remodeling. Tissue specific signatures also provided evidence of paracrine stimulation of the IGF1 signaling pathway in the epithelial compartment from stromally produced IGF1 and stimulation of the stromal reaction from the epithelial compartment. Genes representing angiogenesis and neurogenesis were transcribed in both the epithelium and stroma. Molecular signatures point to the dynamic role the stroma plays in synthesis of signaling molecules that stimulate epithelial morphogenesis and proliferation, as well as in the synthesis of ECM conducive to milk protein synthesis. These signatures also highlight the importance of examining the roles of cells within the mammary gland when targeting therapies and studying mechanisms that impact milk production.

## Supporting Information

Figure S1 **Experimental design flowchart shows the relation of the results reported in this manuscript to the larger study.** The larger study USDA-CSREES-NRI grant *The stromal effect: Remodeling and the effect of transforming growth factor- beta on the mammary gland during the dry period MICL08379.* Yellow boxes highlight treatments and results that were the focus of this report.
(TIF) Click here for additional data file.

Figure S2 **Distribution of genes differentially expressed between epithelial and stromal tissue by P-value.** Y-axis  = frequency (no.) of genes; x-axis =  median P-value.
(TIF) Click here for additional data file.

Figure S3 **IPA generated networks of genes expresses at a greater level in the epithelium (green).** A) Network 1 Protein synthesis, cardiac dysplasia, cardiovascular disease (Score 49), B) Network 2 RNA post-transcriptional modification, cellular assembly and organization, DNA replication, recombination and repair (score 46), C) Network 3 Protein synthesis RNA post-transcriptional modification, gene expression (score 38) D) Network 4 Gene expression, cell movement, cell to cell signaling and interaction (score 38), E) Cell morphology, digestive system development and function, inflammatory response (score 36) . See below for legend.
(TIF) Click here for additional data file.

Figure S4 **IPA generated networks of genes expresses at a greater level in the stroma (red).** A) Network 1 Tissue development, dermatologic disease and conditions, genetic disorders (score 51), B) Network 2 Cancer, tumor morphology, tissue morphology (score 44), C) Network 3 Cellular assembly and organization, cellular function and maintenance and cell movement (score 37) , D) Network 4 Cardiovascular system development and function, cell-to-cell signaling and interaction, connective tissue disorders (score 36), E) Network 5 Cell death, connective tissue disorders, dermatologic disease and conditions (score 36).
(TIF) Click here for additional data file.

Supplemental Information S1 **Worskeets A–Q.** Lists the category of gene set (e.g. CC =  cellular location; BP =  Biological process; MF = molecular function); term (i.e. specific gene ontology (GO) with GO number); count (no. of genes enriching term); % (percent of total of genes that belong to category enriched by analyzed gene set); P-value (i.e. enrichment of gene set); genes (list of genes enriching gene set by Affymetrix ID); Bonferroni; Benjamini and FDR (false discovery rate) for functional annotation clustering of genes expressed at a greater level in A) epithelium and B) stromal tissue. Symbol, Entrez Gene Name, Affymetrix ID, Fold Change, P-value and False Discovery Rate are listed for C) Genes in IPA generated epithelial network 1; D) Genes in IPA generated epithelial network 2; E) Genes in IPA generated epithelial network 3; F) Genes in IPA generated epithelial network 4; G) Genes in IPA generated epithelial network 5; H) Genes in IPA generated stromal network 1; I) Genes in IPA generated stromal network 2; J) Genes in IPA generated stromal network 3; K) Genes in IPA generated stromal network 4; L) Genes in IPA generated stromal network 5; M) Gene enrichment of Hepatic Fibrosis/Hepatic Stellate Cell Activation Canonical Pathway; N) Genes clustered in IGF canonical pathway; O) Gene enrichment of VEGF signaling canonical pathway. P) Genes in Figure 4; Q) Receptors expressed at a greater level in epithelial or stromal tissue in three week prepartum dry cows.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

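Mammary epithelium and intralobular stroma of 6 dry cows were captured by laser from explants kept for 2 h in medium with insulin, hydrocortisone and BrdU. The amplified RNA of each capture was hybridized to a Bovine GeneChip, which gave 12 arrays. The files hold log2 values, which per the methods the authors made by RMA with quantile normalization over 24 arrays before the values were deposited, and these 12 arrays are part of that set. The values ran from 0.78 to 14.4 over the 12 arrays, whose medians lay between 2.95 and 3.08.

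Of 24128 probe sets, 112 are controls, 13318 have exactly 1 gene symbol, 86 have several and 10724 have none. Symbols were matched by gene ID to the reference annotation for 13283 probe sets, and 0 changed. Probe sets with several symbols were tested but stand for no gene. Of the genes the paper names with a tissue, MLL3, NCOA6, FBLN2, ITSN1, SERPINA5, SNAI2, PDGFC, CMTM4, TNFSF10, NOV and MMP11 have no probe set with 1 symbol and were not analysed here. The study kept 10031 probe sets by detection calls, which were not used here, and the 10031 probe sets other than controls with the highest mean over the 12 arrays were tested in their place.

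The fits were made in R 4.3.3 with limma 3.58.1, and the tables were handled with data.table 1.17.8. The model had tissue as the term tested, cow as a fixed block and the default prior of eBayes. The labels give both tissues of each cow the same replicate number and lactation number, which sets the pairs. The p values were adjusted by the Benjamini-Hochberg method over all probe sets tested, with a threshold of 0.05. Per gene, the probe set with the highest mean among those tested with 1 symbol was used, which gave 5222 genes from 6478 probe sets. Gene lists were tested with camera at a preset correlation between genes of 0.01, adjusted over the 49 of 55 lists with at least 3 tested genes. The lists were written before the data were examined, from the gene sets the paper names or from general knowledge of cell types and stress responses, and those from the paper's sets, chosen on the same samples, are not independent evidence of direction. Single measures of an array or a list were compared within cows by an exact sign-flip permutation over 6 cows, whose smallest two-sided p is 0.0312.

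The text names the genes the paper names with a tissue, whose values in the paper's tables had been seen, genes from the 12 with the largest differences in each tissue among those past the threshold and in the same direction in all 6 cows, and up to 4 genes of each list with the largest differences among those past the threshold, with the largest in the opposite direction. Other genes named in the closing section are said to be chosen after their values were seen. The fit was tested on simulated data, in which 50 of 10031 probe sets were changed at each size, and it called 2% at a log2 change of 1, 36% at a log2 change of 2, 84% at a log2 change of 3 and 98% at a log2 change of 4. Of 115 calls in all, 5 were false, and 0 of 54 random lists were called. Genes of a random list need not move together, as those of some real lists did. The estimated correlation ran from -0.14 to 0.40 over the real lists, the highest for fibroblast markers. The random lists therefore do not test false calls of correlated lists at a preset correlation. The real data gave 932 calls, and the adjusted threshold loosens with more calls. The shares called in the simulation may therefore be too low for the real data. The lowest fold called there was 2.37 in epithelium and 2.46 in stroma. With 6 cows, most differences of 1 on the log2 scale are thus missed. The lowest mean of a tested probe set was 3.57. A fold against a tissue whose mean lies below the array medians depends on the background and is not exact, and where both tissues lie below them no direction is read.

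Alternatives set before the data were examined were fits without the cow block, with a random block and with an intensity trend and robust prior; no filter, the brightest 5000 probe sets and probe sets bright on at least 8 arrays; quantile normalization again and centring on the median; each cow left out in turn; for lists, an estimated correlation; for genes and lists, the mean over the probe sets of a gene; and for cell type markers, the median and lists without shared markers. Centring on the median used the median of the tested probe sets of each array, not the median of the whole array. Leaving out cows 5 and 6, leaving out cows 4, 5 and 6, and centring on the mean of all probe sets were chosen after seeing the data. The enrichment and network software of the paper was not rerun, and its qPCR, BrdU and staining measurements were not analysed here.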

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

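The tests of an explanation for the antibody transcripts were chosen only after the result was seen. In 29 of 374 groups of 6 arrays, 1 array lay far from the other 5, with a wide gap to the nearest of them as a share of the whole range (the critical value of the Dixon test for 6 values). Chance gives about 1 in 20 such groups, here 18.7, so single cases carry little weight.

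Among the epithelium arrays, cow 1 was highest for CXCL2 (0.650), and cow 2 was highest for CXCL13 (0.797). Further, cow 3 was highest for APOD (0.776) and lowest for MED13L (0.6252) and PLAU (0.774), and cow 4 was highest for DNM1 (0.753) and lowest for VIM (0.638). In addition, cow 5 was highest for ANGPTL2 (0.671), MEG3 (0.689), PECAM1 (0.788), SFRP1 (0.728), WBP4 (0.699) and smooth muscle and pericyte markers (0.632), and cow 6 was highest for COLEC12 (0.774) and lowest for CSN2 (0.676) and TFF3 (0.647). Among the stroma arrays, cow 1 was highest for PRLR (0.666) and TGFB2 (0.814) and lowest for IGCGAMMA (0.853) and JCHAIN (0.684), and cow 2 was highest for C3H1orf210 (0.934) and IL18 (0.661). Further, cow 3 was lowest for SFRP1 (0.685), and cow 4 was highest for CLDN3 (0.670) and lowest for CPSF6 (0.796). In addition, cow 5 was lowest for EPCAM (0.741), and cow 6 was highest for GTF2IRD1 (0.627) and IGF1 (0.695) and lowest for SRSF1 (0.746). The values in brackets are the gap as a share of the range. All epithelium values of CXCL13 and WBP4 lay below the lowest array median of 2.95, so their gaps lie within the background. The epithelium array of cow 5 held the largest number of these, 6, and no cause was tested.

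Among the genes with the largest differences that the paper does not discuss, 14 are given here, each in the same direction in 6 of 6 cows. Higher in epithelium were ESRP1 (19.7-fold, adjusted p = 0.00130), LOC506921 (19.5-fold, adjusted p = 0.00199), MAL2 (17.4-fold, adjusted p = 0.00202), TFAP2A (16.5-fold, adjusted p = 0.00164), EPCAM (16.5-fold, adjusted p = 0.00176), C3H1orf210 (16.3-fold, adjusted p = 0.00598) and RGN (14.8-fold, adjusted p = 0.000904). Higher in stroma were IGHM (189.5-fold, adjusted p = 0.000228), MYOC (178.4-fold, adjusted p = 5.42e-05), LUM (102.6-fold, adjusted p = 0.000162), IGCGAMMA (89.6-fold, adjusted p = 0.000751), JCHAIN (77.6-fold, adjusted p = 0.000352), MEG3 (69.3-fold, adjusted p = 0.000465) and COLEC12 (68.2-fold, adjusted p = 0.000156). TFAP2A is a transcription factor of epithelia, RGN a calcium-binding protein, COLEC12 a scavenger receptor and MEG3 a noncoding RNA of mesenchymal cells. These genes were outside those the paper discusses, which is why they are listed. The mean of the lower tissue was below the lowest array median of 2.95 for LOC506921, C3H1orf210, MYOC, LUM and COLEC12, so their folds depend on the background and are not exact.

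IGHM, IGCGAMMA, JCHAIN and POU2AF1 were together higher in stroma by 6.25 on the log2 scale. If a lower share of epithelium were the whole cause, every other cell type would have risen alike. T and NK cell markers were higher by 0.31 (median of their 7 differences 0.17, and -0.106 with a median taken on each array), a gap of 5.94 ± 1.02 (SD, 6 of 6 cows, exact p = 0.0312, the smallest possible). Their mean in epithelium was 5.25, and the 4 genes had 5.20 (IGCGAMMA), 5.07 (JCHAIN), 4.35 (IGHM) and 2.02 (POU2AF1). The value of POU2AF1 lies below the array medians, so its difference and the 6.25 depend on the background. Lists not chosen for this difference moved apart as well, endothelial markers by 3.05 ± 0.33 and nerve markers by -0.73 ± 0.53 (SD, n = 6 cows), with endothelial above T and NK markers by 2.74 ± 0.71 in 6 of 6 cows. These values argue against it. POU2AF1, a B and plasma cell marker that is no immunoglobulin, was itself higher by 4.67, as plasma cells in the stroma captures would give. Plasma cells may be a source of these transcripts, as a hypothesis found and tested on the same arrays, although the authors avoided blood vessels and visible immune cells when they captured the stroma. Only 2 of the B and plasma cell markers were tested, and a difference in expression per cell stays open and untested.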

How the results depend on the processing

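Leaving out cows 5 and 6 or cows 4, 5 and 6, and centring on the mean of all probe sets, were chosen only after the data were seen. Of 173 genes named in the text, 120 passed the threshold, 82 of them under every alternative set beforehand that tested them, and 0 changed sign. No probe set was called in opposite directions by any of these fits, in which the counts ran from 267 to 576 in epithelium and from 239 to 518 in stroma, or with the cows left out after the data were seen, 86 and 219 at the lowest. The values below are counts, percents of the probe sets tested at an unadjusted p (listed where their count changed by more than 1.5 times, against 14.6% in epithelium at p under 0.05, 8.88% in stroma at p under 0.05, 6.96% in epithelium at p under 0.01, 5.42% in stroma at p under 0.01, 2.17% in epithelium at p under 0.001 and 3.20% in stroma at p under 0.001 with all cows), adjusted p of lists and log2 differences of genes, and where no reason is given, the cause was not tested. A list's direction is that of the test against other genes, and means of the mediator and RNA polymerase lists stayed negative where it turned.

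With the brightest 5000 probe sets, the count changed for epithelium (274), stroma (239), epithelium at p under 0.05 (16.9%), stroma at p under 0.05 (8.02%), epithelium at p under 0.01 (7.78%), stroma at p under 0.01 (5.50%), epithelium at p under 0.001 (2.34%) and stroma at p under 0.001 (3.48%), the call was lost for proteasome subunits (0.120), secretory pathway (0.120), complement components (0.221), clathrin and caveolar endocytosis (0.120) and angiogenic factors and receptors (0.199), a call was gained for MHC class II (0.0484) and mammary transcription factors (0.0186), the direction against other genes turned for mediator subunits (0.683) and RNA polymerase subunits (0.565). With probe sets bright on at least 8 arrays, the count changed for stroma (251), stroma at p under 0.01 (4.14%) and stroma at p under 0.001 (2.16%), the call was lost for Wnt ligands, receptors and antagonists (0.242) and angiogenic factors and receptors (0.531), a call was gained for MHC class II (0.0470), the direction against other genes turned for RNA polymerase subunits (0.842) and neuropeptides and neural signalling (0.863). Without a filter, the count changed for stroma at p under 0.05 (8.07%) and lists in epithelium (14), the call was lost for myoepithelial markers (0.148), a call was gained for translation initiation factors (0.00320), mitochondrial ribosomal proteins (0.00675), complex I subunits (0.00582), citrate cycle enzymes (0.0193), ubiquitin-activating and -conjugating enzymes (0.0244), IGF receptor and downstream kinases (0.0226) and heat shock and unfolded protein response (0.00675), the direction against other genes turned for immediate-early genes (0.971). Without the cow block, the call was lost for milk proteins (0.104), a call was gained for citrate cycle enzymes (0.0281). With a random block, the call was lost for milk proteins (0.0901), a call was gained for citrate cycle enzymes (0.0294). After quantile normalization again, a call was gained for citrate cycle enzymes (0.0494), the sign turned for ACTA1 (-0.0259). After centring on the median, the sign turned for GTF2IRD1 (0.000541) and ITGB3 (0.11). With a trend and robust prior, a call was gained for heat shock and unfolded protein response (0.0165) and MHC class II (0.0375). Without cows 5 and 6, the count changed for epithelium (245) and epithelium at p under 0.001 (1.18%), the call was lost for neuropeptides and neural signalling (0.0636), a call was gained for mitochondrial ribosomal proteins (0.0374), complex I subunits (0.0492) and citrate cycle enzymes (0.0352), the sign turned for ACTA1 (-0.000876), CXCL2 (-0.36), MMP3 (-0.0174) and SRSF1 (0.10), the direction against other genes turned for RNA polymerase subunits (0.849) and immediate-early genes (0.685). Without cows 4, 5 and 6, the count changed for epithelium (86), stroma (219), epithelium at p under 0.05 (9.63%), epithelium at p under 0.01 (3.47%), epithelium at p under 0.001 (0.638%), stroma at p under 0.001 (1.93%) and lists in epithelium (11), the call was lost for complement components (0.0813), neuropeptides and neural signalling (0.0870) and myoepithelial markers (0.132), a call was gained for mitochondrial ribosomal proteins (0.0147), complex I subunits (0.0208), citrate cycle enzymes (0.0499) and heat shock and unfolded protein response (0.0202), the sign turned for ACTA1 (-0.25), BCAM (-0.0928), CXCL2 (-0.78), MMP3 (-0.0345), PRPF4 (0.15), SRSF1 (0.16) and VEGFA (0.59), the direction against other genes turned for RNA polymerase subunits (0.726) and immediate-early genes (0.817). As a mean over probe sets, the call was lost for complement components (0.0509), a call was gained for heat shock and unfolded protein response (0.0229) and MHC class II (0.0229), the sign turned for ACTG1 (1.15), ITGB3 (1.31) and MED4 (-0.87). With an estimated correlation, the count changed for lists in epithelium (3) and lists in stroma (10), the call was lost for cytosolic ribosomal proteins (0.361), complexes II to V subunits (0.101), proteasome subunits (0.188), secretory pathway (0.0909), Notch pathway (0.0676), chemokines (0.0752), complement components (0.102), clathrin and caveolar endocytosis (0.0693), neuropeptides and neural signalling (0.102), myoepithelial markers (0.298), smooth muscle and pericyte markers (0.111), monocyte and macrophage markers (0.0719) and interferon response genes (0.106). As a median over markers, the sign turned for marker content of T and NK cell markers (-0.106).

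With 1 cow left out in turn, which leaves fewer samples, the values ran as follows. Epithelium 267 to 404 (changed without cow 1, 2 or 4), epithelium at p under 0.001 1.41% to 1.77% (changed without cow 1 or 2), complex I subunits 0.0406 to 0.290 (changed without cow 6), complexes II to V subunits 0.0251 to 0.0592 (changed without cow 1 or 3), citrate cycle enzymes 0.0389 to 0.0827 (changed without cow 5 or 6), proteasome subunits 0.00844 to 0.0817 (changed without cow 5), RNA polymerase subunits 0.610 to 0.839 (changed without cow 6) and secretory pathway 0.0170 to 0.0542 (changed without cow 1 or 2). IGF receptor and downstream kinases 0.0386 to 0.200 (changed without cow 3), myoepithelial markers 0.0191 to 0.160 (changed without cow 4), immediate-early genes 0.528 to 0.893 (changed without cow 6), hypoxia response genes 0.491 to 0.933 (changed without cow 3), MHC class II 0.0318 to 0.172 (changed without cow 6), ACTA1 -0.0880 to 0.27 (changed without cow 2 or 4), FGF2 -0.68 to 0.11 (changed without cow 3) and ITGB3 -0.37 to 0.37 (changed without cow 1 or 3). MED13L -0.12 to 0.65 (changed without cow 3) and SRSF1 -0.49 to 0.0367 (changed without cow 6). Fewer probe sets tested, as with the brightest 5000, lower a count by construction. A low signal limits dim genes, and the fit without a filter gives their values.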

Differences from the paper's values

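Centring on the mean of all probe sets, and the other probe sets of a gene, were tried only after the values were seen. Of 37 folds that the paper states, 31 were within 1.5 times of the values here and 4 differed, by more than 1.5 times and by more than the SD of the log2 differences over the cows. The other 2, VEGFA (the paper's -3.442, here -1.77) and FGF2 (the paper's -2.172, here -1.31), negative where epithelium is higher, lay beyond 1.5 times but within that SD (1.79 and 1.46). As deposited, 4 lay within 1 unit of the last digit the paper prints, and 29 did after each array was centred on its mean over all probe sets, which was chosen after seeing the values. The paper gives folds of FN1 and NID1 as log base 2, and its values match the linear folds here (42.2 and 64.02), which are 5.40 and 6.00 on the log2 scale. The epithelial mean of NID1 (1.87) lies below the array medians, so its fold depends on the background.

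For IGF1 the paper's fold is 13.635 and the value here 2.74, and it differs under each of 14 alternatives set beforehand. Another probe set of IGF1 gives 13.8. For CSF1 the paper's fold is 3.67 and the value here 1.10, which also differs under each of 15 alternatives, and another probe set gives 3.70. For CXCL16 the paper's fold is 2.804 and the value here 1.50. It does not differ as a mean over the probe sets of the gene and differs under the other alternatives, and another probe set gives 2.83. For CXCL2 the paper's fold is 7.308 and the value here 1.51. Without cow 1 it is 2.37, still below the paper's but within the SD of the log2 differences over the cows (2.01), and it differs by more than that SD under the other alternatives. The other probe sets were chosen after the values were seen.

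At an unadjusted p under 0.001, the paper counts 487 genes higher in stroma and 321 probe sets were counted here. The count does not differ without the cow block, with a random block, without a filter, after quantile normalization again, after centring on the median and with a trend and robust prior, and differs with the stricter filters and with each cow left out. In epithelium the paper counts 394 and 218 were counted here, which does not differ with a random block and without a filter and differs under the other alternatives. The highest adjusted p is the paper's 0.05 against 0.0805 at an unadjusted p under 0.01, and the paper's 0.01 against 0.0186 at 0.001. Both do not differ with a random block and differ under the other alternatives. The 10031 probe sets tested here were chosen by mean and the paper's by detection calls, and the paper fitted no cow block. The paper's limit for the 3′ to 5′ ratio of GAPDH is 1.5, and the ratio here reached 26.9. The ratio here is taken from RMA values of 2 probe sets. The paper does not state which values its ratio used, so the 2 may not be alike. The ratio of the log2 values ran from 1.10 to 1.79. No alternative was run for it.

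Of 90 genes or probe sets that the paper assigns to a tissue and that were found, 4 had means below the lowest array median in both tissues (ACTA1, WBP4, BTC and MMP3), and no direction is read from those. Of the other 86, 83 had the stated direction and 37 of these passed the threshold, while 3 went in the opposite direction, 0 of them past the threshold in limma. That threshold was an adjusted p under 0.05, which is stricter than the unadjusted 0.05 at which the paper filtered genes. No tally at the paper's level was made. The paper places MED4 (0.28) and MED13L (0.34) in epithelial networks and ITGB3 (-0.06) in a stromal network, where the values are stroma minus epithelium log2 differences. MED13L had the paper's direction without cow 3, MED4 as a mean over its probe sets and in another probe set by 4.03-fold (adjusted p = 0.0175, lost without cow 4, adjusted p = 0.0548), and ITGB3 after centring on the median, without cow 1 or 3 and as a mean over its probe sets. ACTG1, with the paper's direction in its brightest probe set, was higher in stroma in another by 3.15 on the log2 scale (adjusted p = 0.00131, 6 of 6 cows), against the paper's direction. No tally of the genes of Fig. 4 is given here. Outside the 90 genes above, that figure colors SLC8A1 as epithelial, read by eye. Its brightest probe set was higher in stroma by 2.48 (adjusted p = 0.165, 5 of 6 cows), and another by 3.32 (adjusted p = 0.00552, 6 of 6 cows).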

Other observations

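The tests on milk proteins and on RNA input, and the splits of the samples, were chosen only after the results were seen. Transcription factors of the mammary gland split between the tissues. ELF5, which drives milk secretion, was higher in epithelium by 10.9-fold (adjusted p = 0.00979) and EHF, a factor of epithelia chosen after its values were seen, fell by 2.62 on the log2 scale from epithelium to stroma (adjusted p = 0.00924). ZEB1, a repressor of epithelial genes, was higher in stroma by 13.4-fold (adjusted p = 0.00179), and MSX1, a homeobox factor, by 16.6-fold (adjusted p = 0.0308, lost without cow 1, 2, 5 or 6, adjusted p up to 0.0906, and 0.0924 without a filter). With TFAP2A, these were 3 in epithelium and 2 in stroma of 12 tested, and the list did not pass against other genes (camera, adjusted p = 0.436, and 0.0186 to 0.550 over 16 alternatives, the lowest with the brightest 5000 probe sets). PIGR, the receptor that carries antibodies across epithelium, fell by 2.79 from epithelium to stroma (adjusted p = 0.0112, 6 of 6 cows), and was chosen after its values were seen because antibody genes were higher in stroma.

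Genes of stress and hormone response seldom passed. NR4A1, an immediate-early receptor, was higher in stroma by 3.39-fold (adjusted p = 0.0115), and ATF3, another early gene, in epithelium by 3.37-fold (adjusted p = 0.0367, lost without cow 1, 2, 4, 5 or 6, adjusted p up to 0.114, and 0.243 without the cow block), the 1 and 1 of 18 tested early genes (mean -0.03, median -0.18, test toward stroma, adjusted p = 0.664). CRISPLD2, induced by glucocorticoids, was higher in stroma by 16.2-fold (adjusted p = 0.000867), 1 of 15 such genes (mean 0.12, median -0.04, test toward stroma, adjusted p = 0.421). P4HA1, a collagen hydroxylase of the hypoxia response, was higher in stroma by 5.57-fold (adjusted p = 0.0252, lost without cow 1, 3, 4, 5 or 6, adjusted p up to 0.0739), 1 of 17 (mean -0.05, median -0.33, test toward stroma, adjusted p = 0.664). Of 17 heat shock and unfolded protein response genes and 6 interferon response genes, 0 and 0 passed in limma. The heat shock list did not pass against other genes (adjusted p = 0.105, and 0.00675 to 0.360 over 16 alternatives), and the interferon list passed (adjusted p = 0.0243), with a call lost with an estimated correlation (adjusted p = 0.106 with an estimated correlation).

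Of 14 tested growth factor and hormone receptors, 3 were higher in epithelium and 3 in stroma, with a mean of -0.16 and median of -0.15 toward epithelium and a test toward stroma (camera, adjusted p = 0.584). MYLK, a kinase of contractile cells, was higher in stroma by 4.27-fold (adjusted p = 0.0243, lost without cow 1, 2 or 4, adjusted p up to 0.0833), 1 of 6 myoepithelial markers, a list that passed (adjusted p = 0.0364) with a call lost with an estimated correlation (adjusted p = 0.298 with an estimated correlation), without cow 4 (adjusted p = 0.160) and without a filter (adjusted p = 0.148). T and NK cell markers (adjusted p = 0.210) and nerve markers (adjusted p = 0.218) did not pass. TFF3, listed as a lymphatic marker but secreted by epithelia too, was higher in epithelium by 3.74-fold (adjusted p = 0.0445, lost without cow 1, 2, 3, 4 or 6, adjusted p up to 0.129, and 0.139 without the cow block), and it was 1 tested of 4 lymphatic markers. Mast cell markers had 1 of 4 tested, which did not pass, and red cell markers 0 of 7.

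Milk protein transcripts were seen in stroma arrays. If epithelial cells carried into the stroma captures were the source, milk proteins and luminal markers would differ between the tissues alike, but among genes bright in epithelium the milk proteins differed by -2.01 and the luminal markers by -3.75, a gap of 1.74 ± 0.80 (SD, 6 of 6 cows, exact p = 0.0312). The gap stayed at 1.59 ± 0.92 over milk proteins no brighter than the brightest luminal value of 11.16, which argues against saturation as the whole cause. Over the cows, the mean of milk proteins in stroma followed that in epithelium (r = 0.983, n = 6, exact p = 0.00278, adjusted p = 0.00556, rho = 0.943, r = 0.893 without cows 4 and 6). For luminal markers r was 0.665 (exact p = 0.147, rho = 0.486), and no test compared the 2 correlations. Luminal means in epithelium ran only from 6.75 to 7.61 over the cows, and milk protein means from 5.44 to 10.8. The lower r of the luminal markers therefore decides nothing. Free RNA or milk spread over the section may be a source and was not tested.

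Lists of cytosolic ribosomes, complexes II to V, the proteasome and the secretory pathway were lower in stroma with a preset correlation. The 4 calls were lost with an estimated correlation (adjusted p = 0.361, 0.101, 0.188 and 0.0909 with an estimated correlation). With a preset correlation, the call of complexes II to V was lost without cow 1 or 3 (0.0542 and 0.0592), that of the proteasome without cow 5 (0.0817) and that of the secretory pathway without cow 1 or 2 (0.0542 and 0.0541). The last 2 were also lost with the brightest 5000 probe sets (0.120 and 0.120). If less RNA behind the stroma arrays were the cause, cows 1 to 3, whose control RNA differed by 0.348 against 5.23 in cows 4 to 6, would show less of it, but the mean over the 4 lists was -0.604 in cows 1 to 3 and -0.538 in cows 4 to 6 (SD over 6 cows 0.186, exact p = 0.8, where 0.1 is the smallest possible). After centring on the median, the highest adjusted p of the 4 lists was 0.0372, which decides nothing on a shift of the whole scale, because centring moves all genes of an array alike and the lists are compared with other genes. A shift that moves all genes alike would leave the lists level with other genes. Relative to the tested median, the means were -0.34 (ribosomes), -0.40 (complexes II to V), -0.44 (proteasome) and -0.37 (secretory pathway). All 4 lists lay below the tested median, but these values restate the comparison with other genes behind the 4 calls. They therefore add no test of such a shift. Its part in the differences between the tissues was not tested. A difference in cell size or activity between the tissues stays open, as does the quality of the RNA, and neither was tested.

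The difference between the tissues was compared between 4 cows with a lactation number of 1 and 2 cows with 2 or 3. In limma, 0 probe sets passed, 394 had an unadjusted p under 0.05 where chance gives 502, and the lowest adjusted p was 0.451. After removal of tissue means, an array correlated with the other tissue of its own cow by 0.0813 on average and with those of other cows by -0.0156, and its own cow was the highest for 4 of 6.

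With tissues swapped within cows, which gives 32 splits, 932 probe sets passed in the real split and at most 1 in the others (1 split as large, the real included), so chance can be excluded for that count. For gene lists with a preset correlation, the real count was 26 and the highest other 28 (2 splits as large, the real included). The split with 28 swapped 1 cow only and so kept most of the real labels. The count was 16 to 28 with 1 cow swapped, 3 to 10 with 2 and 0 with 3. The higher count therefore does not decide whether chance gave the count with a preset correlation. With an estimated correlation the real count was 13 against 0 (1 split as large), so chance can be excluded. Without the block, among 100 of 462 free splits of the 12 arrays, 943 probe sets passed in the real split and at most 5 in the others (1 split as large), so chance can be excluded.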
